# Deletion of the mitochondria-shaping protein *Opa1* during early thymocyte maturation impacts mature memory T cell metabolism

**DOI:** 10.1038/s41418-021-00747-6

**Published:** 2021-03-01

**Authors:** Mauro Corrado, Dijana Samardžić, Marta Giacomello, Nisha Rana, Erika L. Pearce, Luca Scorrano

**Keywords:** Immune cell death, T cells

## Abstract

Optic atrophy 1 (OPA1), a mitochondria-shaping protein controlling cristae biogenesis and respiration, is required for memory T cell function, but whether it affects intrathymic T cell development is unknown. Here we show that OPA1 is necessary for thymocyte maturation at the double negative (DN)3 stage when rearrangement of the T cell receptor β (*Tcrβ*) locus occurs. By profiling mitochondrial function at different stages of thymocyte maturation, we find that DN3 cells rely on oxidative phosphorylation. Consistently, *Opa1* deletion during early T cell development impairs respiration of DN3 cells and reduces their number. *Opa1*-deficient DN3 cells indeed display stronger TCR signaling and are more prone to cell death. The surviving *Opa1*^−/−^ thymocytes that reach the periphery as mature T cells display an effector memory phenotype even in the absence of antigenic stimulation but are unable to generate metabolically fit long-term memory T cells. Thus, mitochondrial defects early during T cell development affect mature T cell function.

## Introduction

The T cell repertoire develops from precursor cells migrating from the bone marrow into the thymus where a complex multistep maturation program generates functional CD4^+^ and CD8^+^ T cells able to discriminate self/non-self-antigen [1, 2]. In an early phase of thymocyte development, progenitors lacking expression of the major histocompatibility complex (MHC) co-receptors CD4 and CD8 are defined double negative (DN) cells and are classically divided into DN1–DN4 cells according to the expression of the surface markers CD44 and CD25 (DN1: CD44^high^CD25^low^; DN2: CD44^high^CD25^high^; DN3: CD44^low^CD25^high^; DN4: CD44^low^CD25^low^) [2, 3]. After preliminary lineage commitment, thymocytes initiate rearrangement of the T cell receptor (*Tcr*) *β* locus at the DN3 stage [4]. Only cells producing a functional T cell receptor β (TCRβ) chain are allowed to pass beyond DN3 stage, through a process called β-selection [2]. DN4 cells then undergo rapid proliferation and differentiate in CD4^+^ CD8^+^ double positive (DP) T cells, where TCRα chain rearrangement takes place [5, 6]. During the DP stage, only cells with a competent TCR that binds MHC (class I or II) with a low affinity are positively selected [2]. When TCR/MHC affinity is too high, activation-induced cell death (AICD) is triggered to avoid the generation of autoreactive T cells [2, 7]. The class identity of MHC molecules interacting with the TCR dictates the final commitment: T cells binding to MHC-II will become CD4^+^, whereas MHC-I-binding cells will mature into CD8^+^ T cells [2].

The first report describing the role of energy metabolism in thymocyte development dates back to 1978 [8]. Nevertheless, for many years the study of metabolism in thymocytes has been limited to the analysis of the effects of NOTCH and interleukin (IL)-7 signaling on cell survival and growth [6, 9, 10]. More recently, glucose and glutamine were shown to fuel protein O-GlcNAcylation during β-selection [11]. In addition, deletion of the mitochondrial pyruvate carrier 1, essential for pyruvate entry in the mitochondrial matrix and hence for fueling the tricarboxylic acid (TCA) cycle, impairs thymocyte development at different stages resulting in the generation of abnormally activated αβ T cells [12]. In line with that, the loss of RAPTOR-mediated mTORC1 activity also disturbs thymocyte metabolism and reciprocal lineage decision between αβ and γδ T cells [13, 14].

In response to intracellular and extracellular inputs, mitochondrial fusion and fission regulate respiration, apoptosis, and signaling to nucleus and other organelles [15–17]. Dynamin-related protein 1 (DRP1) is the main regulator of mitochondrial fission and in T cells promotes in vitro migration of lymphocytes, mitochondria localization at immunological synapse, and in vivo cMYC-dependent metabolic reprogramming and expansion upon activation [18–20]. Optic atrophy 1 (OPA1) is required for inner mitochondrial membrane (IMM) fusion, apoptosis, cristae morphology, organization of electron transport chain (ETC) supercomplexes and hence respiration [21–23]. In T cells, OPA1 is necessary to generate long-term T cell memory in secondary lymphoid organs [24]. Interestingly, both DRP1 and OPA1 coordinate AICD, pivotal for thymocyte negative selection and for effector cell contraction after infection [25–27].

Despite these observations, the role of mitochondrial function and of OPA1 during thymocyte development remains unknown. We found that among T cell precursors, DN3 cells are characterized by high oxidative phosphorylation (OXPHOS) capacity. Accordingly, OPA1 is required during thymocyte β-selection and *Opa1* deficiency alters TCR signaling in thymocytes, resulting in lymphopenia and impaired metabolism of mature T cells.

## Results

### High OXPHOS flags developing thymocytes during *Tcrβ* locus rearrangement

During thymocyte development, mitochondrial respiration appears to peak at the DN3 stage [12, 13], but it is unclear whether this is the epiphenomenon of mitochondrial biogenesis and increased mass, or due to specific mechanisms regulating mitochondrial fuel utilization/respiration. We therefore profiled mitochondrial membrane potential (Δψ) using the potentiometric dye tetramethyl rhodamine methyl ester (TMRM) and mitochondrial mass with the potential-insensitive staining MitoTracker Green in different subsets of thymocytes isolated from wild-type (WT) mice. Fluorescence of both dyes increased during the DN1 → DN3 transition, suggesting an increase in mitochondrial mass and mitochondrial respiratory capacity during β-selection, and then it dropped in DN4 thymocytes (Figs. 1A, B, S1A, and S1B). During the DN4 → DP transition, MitoTracker Green signal further decreased, whereas TMRM staining increased. In mature thymocytes, MitoTracker Green staining was higher in CD4^+^ than in CD8^+^ T cells; TMRM fluorescence conversely was lower in CD4^+^ T cells compared the CD8^+^ subset (Fig. 1A, B). The finding of a lower membrane potential/mass ratio in DN4 (and CD4^+^) compared to the other thymocytes subsets (Fig. 1C) could indicate that these cells mainly rely on oxidative metabolism and hence utilize the electrochemical gradient for ATP generation, or that their mitochondrial respiration is inactive. We therefore measured also mitochondrial oxidative capacity in bulk thymocytes and in purified DN3 and DN4 thymocytes. Seahorse analyses of oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) to follow mitochondrial OXPHOS and glycolysis indicated that bulk thymocytes were largely oxidative, with high spare respiratory capacity (SRC) after mitochondrial uncoupling with fluoro-carbonyl cyanide phenylhydrazone (FCCP) (Fig. 1D–F). Low concentrations of etomoxir, which block carnitine palmitoyltransferase 1a and thus mitochondrial fatty acid oxidation [28], did not curtail maximal respiration, SRC, and OCR/ECAR ratio, suggesting that fatty acids are not the preferential fuel for OXPHOS in total thymocytes (Fig. 1D–G). When we increased the granularity of our analysis, we found that both basal and maximal OCR and ECAR were higher in DN3 compared to DN4 cells (Fig. 1H, I). Normalization to initial values showed higher SRC and maximal respiration in DN3 cells (Figs. 1J and S1C), while lower OCR/ECAR ratio and higher maximal glycolytic rate in DN4 cells (Figs. 1K and S1D). These results reveal that the lower mitochondrial membrane potential/mitochondrial mass ratio recorded in DN4 cells does not reflect active mitochondrial respiration, but likely mitochondrial inactivity; moreover, they indicate that the increased mitochondrial mass of DN3 cells is accompanied by higher rates of basal respiration. Finally, the excess SRC recorded in DN3 cells suggests that mitochondria of these immature T cells might be structurally organized to efficiently utilize fuels when maximal respiration is stimulated.

**Fig. 1:**
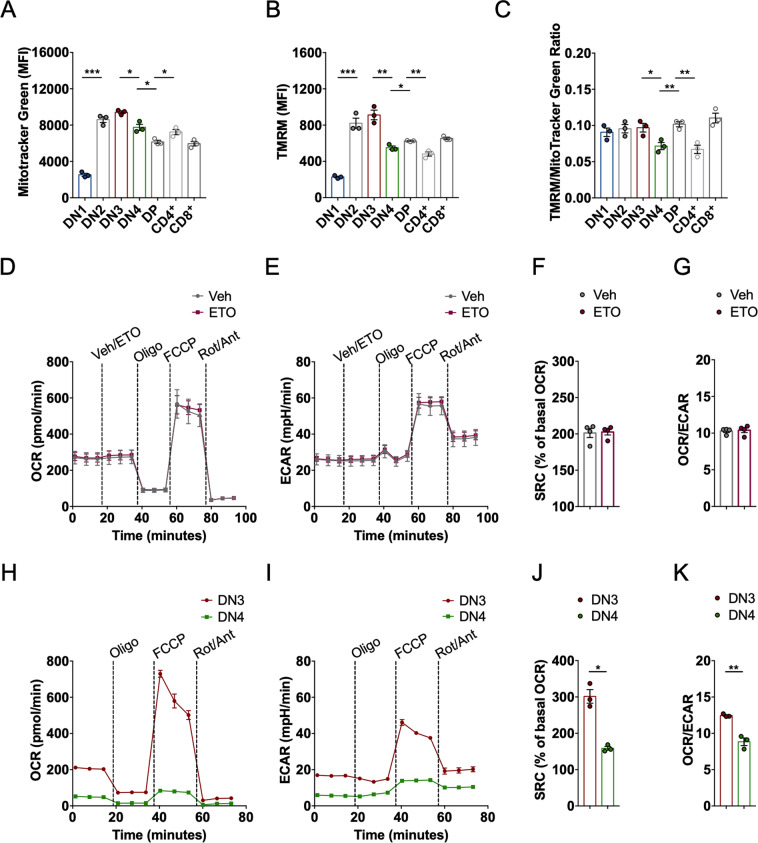
High OXPHOS flags developing thymocytes at β-selection stage. **A** Quantification of mitochondrial mass measured with MitoTracker Green in WT thymocytes analyzed by flow cytometry. Data are mean ± SEM (*N* = 3). **B** Quantification of mitochondrial membrane potential measured with TMRM in WT thymocytes analyzed by flow cytometry. Data are mean ± SEM (*N* = 3). **C** Mitochondrial membrane potential/mitochondrial mass ratio expressed as TMRM/Mitotracker green ratio in WT;Lck-Cre^+^ thymocytes analyzed by flow cytometry. Data are mean ± SEM (*N* = 3). **D** Oxygen consumption rate (OCR) of WT thymocytes at baseline and after exposure to vehicle/etomoxir, oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are representative of three independent experiments (*N* = 4/group). **E** Extracellular acidification rate (ECAR) of WT thymocytes at baseline and after exposure to vehicle/etomoxir, oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are representative of three independent experiments (*N* = 4/group). **F** SRC of WT thymocytes treated as in (**D**). Data are mean ± SEM (*N* = 4). **G** OCR/ECAR ratio of WT thymocytes treated as in (**D**). Data are mean ± SEM (*N* = 4). **H** WT DN3 and DN4 thymocytes were sorted and OCR was measured at baseline and after exposure to oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are mean ± SEM (*N* = 3). **I** WT DN3 and DN4 thymocytes were sorted and ECAR was measured at baseline and after exposure to oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are mean ± SEM (*N* = 3). **J** SRC of WT DN3 and DN4 thymocytes treated as in (**E**). Data are mean ± SEM (*N* = 3). **K** OCR/ECAR ratio of WT DN3 and DN4 thymocytes treated as in (**E**). Data are mean ± SEM (*N* = 3).

### Conditional *Opa1* deletion impairs thymocyte development and mitochondrial metabolism at β-selection stage

Our metabolic and cytofluorimetric profiling supported a role for mitochondrial respiration at the DN3 stage of pre-T cells. Interestingly, memory T (T_M_) cells display similar metabolic features and deletion of the mitochondria-shaping protein OPA1 not only alters the metabolic signature of T_M_ cells, but it also skews them toward an effector T (T_E_) cell phenotype [24]. We first checked OPA1 levels during the different developmental stages of DN thymocytes. OPA1 expression was sustained throughout DN thymocyte development (Fig. S2A). Given the central role of OPA1 in mitochondrial metabolism and its high expression during T cell development, we sought to investigate if deletion of *Opa1* affected the metabolic and immunological profiles of thymocytes. To ablate *Opa1* from the DN stage of early T cell development, we crossed Opa1^fl/fl^ [23] with Lck-Cre mice. Because Lck-Cre expression can per se affect thymocyte development [29, 30], we always compared Opa1^fl/fl^;Lck-Cre^+^ mice with their littermates expressing only Lck-Cre (hereafter referred to as WT;Lck-Cre^+^, Fig. S2B, C). Efficient reduction of OPA1 levels was confirmed by immunoblotting of thymocyte lysates (Fig. S2D). To study mitochondrial morphology directly ex vivo, we crossed WT and Opa1^fl/fl^;Lck-Cre^+^ mice to a reporter mouse driving expression of YFP targeted to the mitochondrial matrix (mtYFP) in cells where Cre recombinase is active [31]. The offspring (hereafter WT;Lck-Cre^+^;mtYFP^tg/+^ and Opa1^fl/fl^;Lck-Cre^+^;mtYFP^tg/+^ mice) stably expresses mtYFP in thymocytes upon Lck-Cre activation and allows imaging of mitochondria in freshly purified thymocytes. Confocal imaging of mtYFP revealed indeed the expected fragmentation in *Opa1*-deficient cells compared to the WT counterparts (Fig. 2A). Moreover, electron micrographs showed cristae remodeling and disruption upon *Opa1* deletion (Fig. 2B). When we analyzed the immunophenotype of *Opa1*-deficient thymi, we found a threefold reduction in total cellularity (Fig. 2C). Frequencies of DP thymocytes were reduced, whereas the % of DN cells appeared to increase (Fig. 2D, E). In absolute numbers, DP, CD4^+^, and CD8^+^ cells were, however, all reduced (Fig. 2F). This observation led us to hypothesize that *Opa1* deletion during T cell development affected the DN → DP transition. Thus, we analyzed thymic development at the earlier stages of DN T cell progenitors. Frequency and total number of DN2, but especially DN3 cells were reduced in Opa1^fl/fl^;Lck-Cre^+^ mice compared to WT littermates (Fig. 2G–I). Expression of the NOTCH1-dependent gene CD25 was curtailed, possibly reflecting altered IL-2 signaling and *β*-selection [3, 32, 33] (Fig. 2G). To understand whether lack of OPA1 indeed changed the metabolic profiles of T cells undergoing *β*-selection, we sorted DN3 and DN4 cells from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice and analyzed their OCR (Fig. 2J). The high basal and maximal respiration observed in WT;Lck-Cre^+^ DN3 cells was lost in Opa1^fl/fl^;Lck-Cre^+^ DN3 cells, indicating that OPA1 expression is crucial for the mitochondrial phenotype of DN3 cells (Fig. 2J, K). The mitochondrial respiration defects observed in *Opa1*-deficient DN3 thymocytes were not a bystander effect of different mitochondrial mass or membrane potential that remained unaltered between WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ DN3 and DN4 cells (Fig. S3A, B). Alteration of metabolism during T cell development skews αβ thymocytes into γδ differentiation [13]. However, TCRαβ and TCRγδ populations or expression of the IL-7 receptor CD127 in both total thymocytes (Fig. S4A–D) and in DN cells (Fig. S4E–H) were not affected by *Opa1* deletion.

**Fig. 2:**
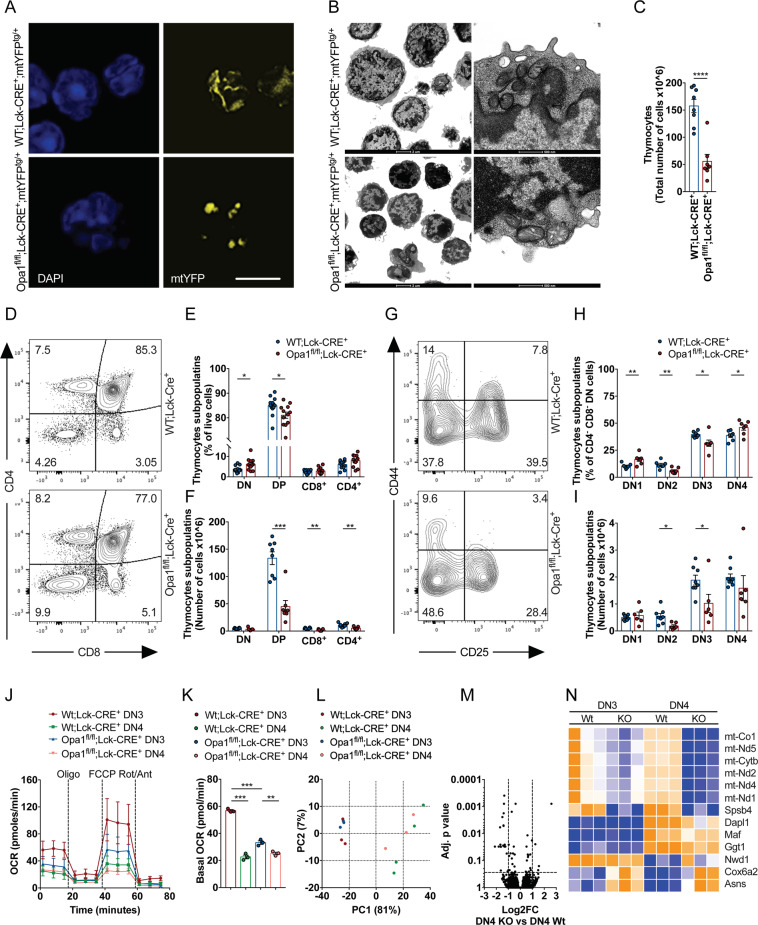
Opa1 deficiency impairs thymocyte development at β-selection stage. **A** Representative confocal images of mtYFP fluorescence in thymocytes freshly isolated from WT;Lck-Cre^+^;mtYFP^+^ and Opa1^fl/fl^;Lck-Cre^+^;mtYFP^+^ mice. Scale bar: 5 µm. **B** Representative electron micrographs of thymocytes freshly isolated from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Scale bars: 2 µm or 500 nm as indicated. **C** Total thymocyte cellularity of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each symbol represents an individual mouse. Data are shown as flow scatter dot plots with mean ± SEM bars (*N* = 7/8 each group). **D** Representative flow cytometry of DN, DP, CD4^+^, CD8^+^ thymocyte subsets in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. **E** Frequencies of DN, DP, CD4^+^, CD8^+^ thymocyte subsets in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 12 each group). Mean ± SEM are reported. **F** Cellularity of DN, DP, CD4^+^, CD8^+^ thymocyte subsets in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 8 each group). Mean ± SEM are reported. **G** Representative flow cytometry of DN1–DN4 subsets (gated on lineage-negative DN thymocytes) in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. **H** Frequencies of DN1–DN4 thymocyte subsets (gated on lineage-negative DN thymocytes) in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 7 each group). Mean ± SEM are reported. **I** Cellularity of DN1–DN4 thymocyte subsets (gated on lineage-negative DN thymocytes) in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 6/8 each group). Mean ± SEM are reported. **J** DN3 and DN4 thymocytes were sorted from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice and OCR was measured at baseline and after exposure to oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are shown as mean ± SEM (*N* = 4/group). **K** Basal OCR of DN3 and DN4 thymocytes isolated from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Data are shown as mean ± SEM (*N* = 4/group). **L** Principal component analysis of gene expression of DN3 and DN4 thymocytes isolated from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. **M** Gene expression of DN4 Opa1^fl/fl^;Lck-Cre^+^ versus DN4 WT;Lck-Cre^+^ thymocytes analyzed by RNAseq. **N** Heatmap visualization of the 13 significantly differentially expressed genes between DN4 Opa1^fl/fl^;Lck-Cre^+^ versus DN4 WT;Lck-Cre^+^ thymocytes. *N* = 3/group.

We next addressed whether OPA1 overexpression affected thymocyte development. To this end, we performed an immune characterization of Opa1^TG^ mice that mildly overexpress OPA1 in all tissues [23]. Thymocyte development both at advanced developmental stage at DP → SP transition as well as early DN3 → DN4 transition and β-selection was not affected (Fig. S5A, B). Similarly, mature T and B cell populations were not altered by OPA1 overexpression (Fig. S5C, D).

Altogether, these data indicate that OPA1 is required for mitochondrial respiration and thymocyte development during *β*-selection.

### *Opa1*-deficient thymocytes are more susceptible to TCR stimulation and apoptosis

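RNA was sequenced from thymocytes sorted at the CD4-CD8- double negative (DN) stages DN3 and DN4, which lie on either side of β-selection, the checkpoint that thymocytes with a functional T cell receptor β chain pass. The mice were WT;Lck-Cre+ (Wt), which express Cre recombinase in developing T cells, and Opa1fl/fl;Lck-Cre+, in which Cre deletes floxed Opa1 sequence; the latter are called KO-labelled here. The labels list 13 libraries from 7 mice. The KO-labelled mice KO45, KO49 and KO51 and the Wt mice WT05, WT46 and WT48 each gave a DN3 and a DN4 library, and the Wt mouse WT40 gave a DN4 library only. The paper gives N = 3 per group for Fig. 2N and its text does not name the 3 Wt mice, so all 4 DN4 Wt libraries were used. The mice were 6 weeks old by the labels and between 6 and 8 weeks old by the paper's methods.

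The authors prepared stranded mRNA libraries, sequenced them on an Illumina HiSeq instrument, trimmed the reads with Cutadapt, mapped them with STAR and counted reads on genes with featureCounts. The deposited values are whole-number counts per gene for 47937 genes, without normalization. The genome build, the annotation and whether counting used the strand are not named in the paper's text; coordinates here are from GENCODE M21 on GRCm38, in which 47224 of the gene identifiers were found when their version was ignored.

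Opa1 itself (ENSMUSG00000038084.16, chromosome 16 from 29579334 to 29654884) had 1074, 705 and 913 counts in the DN3 libraries of KO45, KO49 and KO51 and 382, 1039 and 827 counts in those of WT05, WT46 and WT48. In DN4 libraries it had 1075, 1178 and 883 counts in KO45, KO49 and KO51 and 1088, 961, 1098 and 839 counts in WT05, WT40, WT46 and WT48. Normalized for library size, the KO-labelled and Wt libraries differed by a log2 fold change of -0.12 in DN3 (standard error 0.133, adjusted p = 1.00) and -0.08 in DN4 (standard error 0.0881, adjusted p = 0.945), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals alone as the scaling, the DN3 value was 0.16. Counts over the whole gene do not separate the genotypes, and they cannot show the loss of single exons, so the genotype of each library rests on its label.

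Between 5926848 and 14148661 counts per library fell on genes, with a median of 10023044. The ranges were 7141918 to 10990016 (median 9688429) in the 3 KO-labelled DN3 libraries, 5926848 to 10532074 (median 8472736) in the 3 Wt DN3 libraries, 9565303 to 14148661 (median 13096721) in the 3 KO-labelled DN4 libraries and 9816505 to 12211338 (median 11053592) in the 4 Wt DN4 libraries. In the DN3 library of WT05, 41.5% of the counts fell on 11 ribosomal RNA-like genes, listed after the counts were seen, which took 0.442% to 1.75% in the other libraries. That left it 3467641 counts on other genes. Genes of the Y chromosome were counted only in WT40 and WT46, and 10672 to 20604 counts of Xist, which is transcribed from the inactive X chromosome of females, only in the other 5 mice, all 3 KO-labelled mice among them, against 0 to 2 in WT40 and WT46; genotype and sex were therefore not balanced.

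From the counts, genes with too few reads were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and each comparison was fitted on its own groups with the quasi-likelihood test. Normalized values are CPM on TMM-scaled library sizes.

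**Figure D1:**
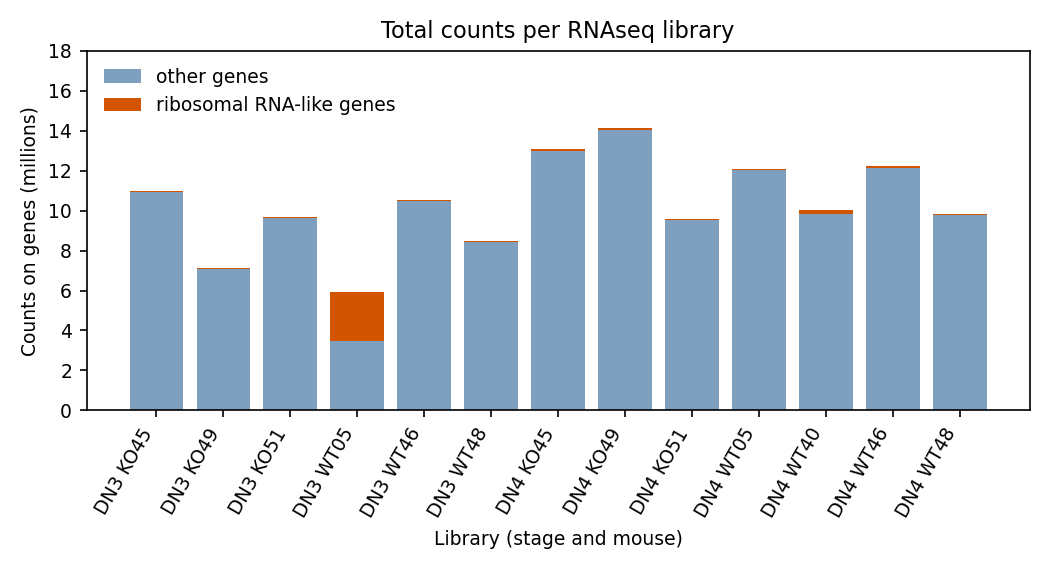
Total counts on genes in each of the 13 RNAseq libraries, with the part on ribosomal RNA-like genes marked. The DN3 library of WT05 has the smallest total, 5926848 counts, and 41.5% of it lies on ribosomal RNA-like genes.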

To gain insights into the potential mechanism by which *Opa1* deletion impacts *β*-selection, we performed RNA sequencing (RNAseq) analysis of sorted DN3 and DN4 Wt and *Opa1*-deleted T cells. While this approach had been informative to define the role of mitochondrial dynamics in cardiac development and angiogenesis [34, 35], it only revealed mild overall differences between Wt and *Opa1* knockout thymocytes. Indeed, when we performed a principal component analysis on the RNAseq data, we observed a major separation only between DN3 and DN4 subpopulations, irrespective of *Opa1* deletion (Fig. 2L). 

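In DN4 cells, 7 of 13084 genes tested differed between KO-labelled and Wt libraries at an adjusted p under 0.05 by edgeR's quasi-likelihood test, all 7 of them lower in the KO-labelled libraries. A further measure of the signal is the number of genes with an unadjusted p under 0.05, which was 715 where chance alone gives 654. In DN3 cells, 0 of 12105 genes passed the same threshold, and 168 had an unadjusted p under 0.05 where chance gives 605. The spread between mice, edgeR's biological coefficient of variation, was 0.239 in DN4 and 0.226 in DN3.

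The 2 stages differed far more. From DN3 to DN4, 2903 of 12691 genes changed in Wt mice, 1706 of them higher and 1197 lower in DN4. In KO-labelled mice 2338 of 12580 genes changed, 1414 higher and 924 lower; with the mouse as a block, which pairs the DN3 and DN4 libraries of each animal, the number was 4899. A test of the interaction, that is, of whether the difference between KO-labelled and Wt libraries itself differed between the stages, found 0 of 13361 genes at an adjusted p under 0.05 and 480 at an unadjusted p under 0.05, where chance gives 668. With the mouse as a block it found 0 of 13717 at an adjusted and 702 at an unadjusted p under 0.05, where chance gives 686.

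The count in DN4 moved most with DESeq2's Wald test, the tool named in the paper's methods, which called 53 genes, 10 higher and 43 lower; in DN3 it called 1 gene, ENSMUSG00000102727.1, which is named here after its values were seen. The 7 calls in DN4 also depended on single libraries, though the sizes of the changes did so little. With each DN4 library left out, the log2 fold changes of the 7 genes stayed between -2.01 and -1.36. Without KO49, KO51, WT05, WT40 or WT46, 0 genes passed, with 376 to 792 genes at an unadjusted p under 0.05; without KO45, 2 passed, Asns and Cox6a2, with 0 of the 7 among them, and without WT48, 8 passed, with all 7 among them.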

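Principal component analysis was run on DESeq2's variance-stabilised counts of the 500 most variable genes over all 13 libraries, since the paper's text does not name the transformation. Principal component 1 carried 77.3% of the variance and principal component 2 carried 8.96%. On component 1, the 6 DN3 libraries lay between -23.5 and -19.0 and the 7 DN4 libraries between 5.05 and 30.8, so that the stages did not overlap (exact two-sided permutation test, p = 0.000583, the smallest p that the 1716 splits of the libraries allow). That test takes all 13 libraries as independent, although 6 mice gave both stages, so its p overstates the evidence. Of the variance along component 1, 90.5% lay between the stages and 1.06% between the genotypes.

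Within a stage, KO-labelled and Wt libraries overlapped. On component 1, the exact two-sided permutation test between genotypes gave p = 0.4 in DN3, where 3 mice against 3 allow no p under 0.1, and p = 0.657 in DN4, where the smallest possible p is 0.0286. On component 2, p was 0.9 in DN3 and 0.657 in DN4 by the same exact test. The DN3 library of WT05, the one with many ribosomal RNA-like counts, lay at -21.1 on component 2, apart from the other libraries at -5.06 to 6.04. The share of component 1 moved most when all genes past the expression filter were used in place of the 500 most variable, to 62.7%.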

Gene set enrichment analysis of differentially expressed genes between WT;Lck-Cre^+^ DN3 and DN4 cells showed, as expected, modulation of NOTCH signaling and *Il2ra* (CD25) downregulation during β-selection, confirming cell population identity (Fig. S6). Despite this overall similarity between WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ cells, the expression of 13 genes was significantly altered in *Opa1*-deficient cells (Fig. 2M, N). 

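Il2ra (ENSMUSG00000026770.5), on chromosome 2 of GRCm38 from 11642807 to 11693193, encodes CD25 and overlaps the predicted gene Gm37881 on the same strand. In Wt mice it fell from 937 ± 308 CPM in DN3 (SD, n = 3) to 11.4 ± 2.43 CPM in DN4 (SD, n = 4), a log2 fold change of -6.39 (standard error 0.276, adjusted p = 1.6e-05, edgeR's quasi-likelihood test). With each library left out in turn, the value stayed between -6.55 and -6.09. Cd7 (chromosome 11 from 121036747 to 121039418, with Gm11775 on the opposite strand) rose from 0.935 ± 0.257 to 67.7 ± 11.8 CPM, a log2 fold change of 6.21 (standard error 0.251). Cd2 (chromosome 3 from 101275899 to 101287939) rose from 8.11 ± 2.13 to 151 ± 11.3 CPM, a log2 fold change of 4.17 (standard error 0.188), with the same adjusted p of 1.6e-05 for both genes.

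The gene sets behind the paper's enrichment analysis are not named in its text, so NOTCH signaling was followed through hand-written lists. Of 16 NOTCH target genes, 14 were tested, with Il2ra among them, and 12 of these were lower and 2 higher in Wt DN4 than in Wt DN3 libraries. Their median log2 fold change was -1.21, and stayed between -1.44 and -1.09 with each library left out. Over all genes tested, 9 of the 14 passed an adjusted p of 0.05 (8 lower, 1 higher), and 9 passed when adjusted over the list alone. The set test camera, with its preset correlation between genes of 0.01, gave p = 2.5e-10 for the list and p = 1.9e-09 after adjustment over 23 lists, and the call held with the correlation estimated from the data (adjusted p = 0.0331) and with fry (adjusted p = 4.5e-04).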

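The 7 genes lower in KO-labelled DN4 libraries were 3 protein-coding genes of mtDNA, mt-Co1, mt-Nd5 and mt-Cytb, and 4 unprocessed pseudogenes that lie side by side on the minus strand of chromosome 1 of GRCm38, Gm28437 (24613189 to 24613971), Gm10925 (24613974 to 24614651), Gm28661 (24614885 to 24615565) and Gm29216 (24615706 to 24616197). The pseudogenes share 460 to 764 stretches of 20 bases each with mtDNA-encoded transcripts, so that reads could be counted on either copy. Gm28437 had 10.1 ± 0.0375 CPM in KO-labelled libraries (SD, n = 3) and 37.6 ± 7.45 CPM in Wt libraries (SD, n = 4), a log2 fold change of -1.86 (standard error 0.187, adjusted p = 0.0220, edgeR's quasi-likelihood test). For the other 3, the log2 fold change was -1.84, -1.78 and -1.60, with adjusted p-values of 0.0220 to 0.0284 from the same test.

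Of the 13 genes of Fig. 2N, 11 could be tested in DN4 and 3 passed an adjusted p of 0.05 over all genes tested. All 11 passed when adjusted over the list alone, which is not independent evidence, since the paper chose the genes on these libraries. Apart from the mtDNA-encoded genes, Maf (chromosome 8 from 115682942 to 115707794, with Gm15655 on the opposite strand) was 30.4 ± 9.36 CPM in KO-labelled and 80.9 ± 41.7 CPM in Wt libraries, a log2 fold change of -1.37 (standard error 0.407, adjusted p = 0.832). Dapl1 and Ggt1 were also lower, by log2 fold changes of -2.02 (standard error 0.499, adjusted p = 0.727) and -1.26 (standard error 0.301, adjusted p = 0.714). Nwd1 (chromosome 8 from 72646711 to 72717876) was higher, with 64.5 ± 36.6 CPM against 25.2 ± 9.03 CPM and a log2 fold change of 1.39 (standard error 0.401, adjusted p = 0.832). Spsb4 and Cox6a2 had too few counts to pass the filter. Spsb4 (chromosome 9 from 96943482 to 97018843, with Gm16010 on the opposite strand) had 0, 2 and 0 counts in KO45, KO49 and KO51 and 19, 15, 10 and 5 counts in WT05, WT40, WT46 and WT48, which puts it at least 4.52-fold lower in KO-labelled libraries, taking 3 counts as the limit of detection.

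DESeq2 called 12 of the 13 genes, all but Spsb4, among its 53. The 4 Y-linked genes that it also called mark the unequal sex of the groups.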

Seven genes were less expressed in *Opa1*-deficient DN3 cells and plummeted even more at the DN4 stage; of these, six were subunits of the ETC encoded by mitochondrial DNA (mtDNA) (Fig. 2N). 

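The 6 mtDNA-encoded genes of Fig. 2N were lower in all 3 KO-labelled than in all 4 Wt DN4 libraries. mt-Co1 (ENSMUSG00000064351.1, bases 5328 to 6872 of the mitochondrial genome) had 2841 ± 168 CPM in KO-labelled libraries (SD, n = 3) and 7653 ± 764 CPM in Wt libraries (SD, n = 4), a log2 fold change of -1.40 (standard error 0.127, adjusted p = 0.0220, edgeR's quasi-likelihood test). mt-Nd5 (bases 11742 to 13565, with mt-Nd6 on the opposite strand) had a log2 fold change of -1.64 (standard error 0.176, adjusted p = 0.0284), and mt-Cytb (bases 14145 to 15288) of -1.44 (standard error 0.172, adjusted p = 0.0455). mt-Nd4, mt-Nd1 and mt-Nd2 changed by -1.52, -1.49 and -1.52 and did not pass, with adjusted p-values of 0.0680, 0.108 and 0.109. Over the 10 of the 13 mtDNA-encoded protein-coding genes with enough counts, all 10 were lower, with a median log2 fold change of -1.50; 3 passed over all genes tested and 9 passed when adjusted over the list alone. With each DN4 library left out, the median of the list stayed between -1.71 and -1.37. camera gave p = 6.2e-65 for this list (adjusted p = 1.4e-63), a call that held with an estimated correlation (adjusted p = 0.0356) and with fry (adjusted p = 0.0318). Nuclear transcripts share 51.1% of the 50-base stretches of mt-Co1 and 62.2% of those of mt-Nd4, so that counts of these genes are less certain than those of mt-Cytb and mt-Nd1, which share 0%.

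In DN3 cells the same 6 genes were lower in KO-labelled libraries, by log2 fold changes of -1.21 for mt-Nd5 to -0.94 for mt-Co1, with unadjusted p-values of 0.0199 for mt-Cytb to 0.0448 for mt-Co1 and an adjusted p of 1.00 for each from edgeR's quasi-likelihood test. The median over the 10 genes was -1.04, all 10 lower, 0 passed either over all genes or over the list alone, and 6 had an unadjusted p under 0.05. camera gave an adjusted p of 3.4e-09, which did not hold with an estimated correlation or with fry (p = 0.0815 and 0.212). The size of the DN3 value rests on the library of WT05. Without it the median was -0.34, and between -1.31 and -0.92 without any other DN3 library. Without WT05 the 6 genes were still lower, by log2 fold changes of -0.51 to -0.32. Of these, 2 had an unadjusted p under 0.05 in edgeR, the smallest being 0.00997. For the list, p was then 0.124 from camera with an estimated correlation and 0.236 from fry. Spsb4 had 0, 1 and 0 counts in the KO-labelled DN3 libraries and 2, 15 and 9 in the Wt ones, at least 3.09-fold lower.

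As a share of all counts, the 13 mtDNA-encoded protein-coding genes took 1.02% ± 0.173 in KO-labelled and 1.53% ± 0.367 in Wt DN3 libraries (SD, n = 3 each; exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Outside ribosomal RNA-like genes, a total chosen after the data were seen, the DN3 shares were 1.03% ± 0.173 and 1.99% ± 1.15, the latter with WT05 at 3.32%. In DN4 the shares of all counts were 0.592% ± 0.0787 (SD, n = 3) and 1.61% ± 0.216 (SD, n = 4; exact two-sided permutation test, p = 0.0286, the smallest possible). In KO-labelled mice the 6 genes fell from DN3 to DN4 by log2 fold changes of -0.92 for mt-Nd4 to -0.70 for mt-Co1 (adjusted p in edgeR from 0.0157 for mt-Co1 to 0.0448 for mt-Nd2). With the mouse as a block all 6 passed too. With all 13 libraries in one fit 0 passed, as with the level of B-cell markers as a covariate, chosen after seeing the data. Without the DN3 library of KO51 2 passed, without the DN4 library of KO45 or KO49 3, and without the DN3 library of KO45 4. In Wt mice the 6 genes changed by -0.47 for mt-Nd4 to -0.20 for mt-Co1 (adjusted p from 0.404 for mt-Cytb to 0.735 for mt-Co1). The difference between the changes in KO-labelled and in Wt mice, tested as the interaction in edgeR, was -0.55 for mt-Nd1 to -0.35 for mt-Cytb, with an adjusted p of 1.00 for each.

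The Wt changes and the interaction rest on the DN3 library of WT05. Without it the 6 genes were higher in DN4 than in DN3 libraries of Wt mice, by 0.15 for mt-Cytb to 0.40 for mt-Co1 (adjusted p in edgeR from 0.0524 for mt-Co1 to 0.533 for mt-Cytb), and the interaction was -1.28 for mt-Nd5 to -0.95 for mt-Cytb. Its unadjusted p in edgeR was then 1.3e-04 for mt-Co1 to 0.00841 for mt-Nd2 and its adjusted p 0.802 for mt-Co1 and 1.00 for the others. With the mouse as a block and the 6 mice that gave both libraries, the interaction was -0.70 for mt-Nd5 to -0.50 for mt-Cytb (unadjusted p in edgeR from 0.0807 for mt-Nd1 to 0.183 for mt-Cytb, adjusted p = 0.905 for each). Within each of these mice, the log2 change from DN3 to DN4 in the share of counts on mtDNA-encoded genes was -0.99, -0.56 and -0.78 in KO45, KO49 and KO51 and -0.23, 0.35 and 0.060 in WT05, WT46 and WT48. The means differed by -0.84 (exact two-sided permutation test, p = 0.1, the smallest possible). The value of WT05 rests on the ribosomal RNA-like counts in the total of its DN3 library. As a share of the counts outside those genes, the change was -0.996 in WT05, below all 3 KO-labelled mice at -0.986 to -0.56, while WT46 and WT48 stayed at 0.35 and 0.060, and the means differed by -0.58 (exact two-sided permutation test, p = 0.4). Both comparisons within mice were chosen after the values were seen.

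**Figure D2:**
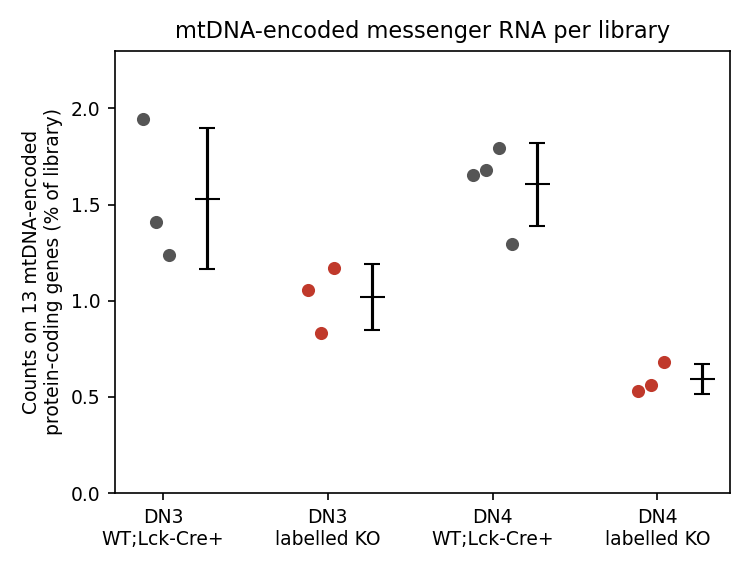
Share of each library's counts on the 13 mtDNA-encoded protein-coding genes, in percent, by stage and genotype; dots are libraries, bars the mean ± SD. The 3 KO-labelled DN4 libraries lie at 0.532% to 0.681%, below the 4 Wt DN4 libraries at 1.29% to 1.79%; in DN3 the highest value, 1.94%, is the library of WT05, whose total includes 41.5% of ribosomal RNA-like counts.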

We were not surprised to find that these genes were less expressed, because long-term *Opa1* deletion impairs mtDNA translation [23]. Interestingly, two genes that are normally expressed at low levels in WT DN3 and even less in DN4 cells were upregulated in both DN3 and DN4 *Opa1*-deficient T cells: *Cox6a2* coding for a respiratory chain subunit that stabilizes dimers of complex IV [36]; and Asparagine synthetase (*Asns*), coding for the enzyme that synthetizes asparagine from aspartate [37] and a relapse gene in early T cell precursor acute lymphoblastic leukemia [38]. 

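Asns (ENSMUSG00000029752.12, chromosome 6 of GRCm38 from 7675169 to 7693254) had 7.18 ± 3.92 CPM in KO-labelled and 1.10 ± 0.433 CPM in Wt DN3 libraries (SD, n = 3 each), a log2 fold change of 2.78 (standard error 0.534) that stayed between 2.23 and 3.00 with each library left out. Its unadjusted p was 0.000679 and its adjusted p 1.00 over all genes in edgeR's quasi-likelihood test. In DN4 libraries it had 7.23 ± 4.51 CPM in KO-labelled (SD, n = 3) and 0.526 ± 0.130 CPM in Wt mice (SD, n = 4), a log2 fold change of 3.76 (standard error 0.533, adjusted p = 0.109, edgeR's quasi-likelihood test). The DN4 adjusted p lay under 0.05 without a filter on low counts (0.0137), with all 13 libraries in one edgeR fit (0.0309), with DESeq2 (9.1e-08) and without KO45 (0.0378). limma-voom gave 0.720.

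Cox6a2 (ENSMUSG00000030785.8, chromosome 7 from 128205435 to 128206387, on the strand opposite to Itgad) had 16, 46 and 19 counts in the DN3 libraries of KO45, KO49 and KO51 and 2, 7 and 2 counts in those of WT05, WT46 and WT48, a log2 fold change of 2.67 (standard error 0.773, unadjusted p = 0.00791, adjusted p = 1.00, edgeR's quasi-likelihood test). Without KO49 it was 1.75. In DN4 libraries it had 10, 94 and 50 counts in KO45, KO49 and KO51 and 2, 2, 4 and 1 in WT05, WT40, WT46 and WT48. These counts did not pass the expression filter; without a filter the DN4 log2 fold change was 4.30 (adjusted p = 0.0793), with DESeq2 4.37 (adjusted p = 0.000121) and without KO45 4.79 (adjusted p = 0.0489). In Wt libraries the level of Asns went from 1.10 CPM in DN3 to 0.526 CPM in DN4 and that of Cox6a2 from 0.475 to 0.195 CPM; these rest on 11 counts or fewer per library. In DN3, Asns and Cox6a2 were the 2 genes of Fig. 2N that passed when adjusted over that list alone.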

Overexpression of *Cox6a2* can reflect a compensatory process that stabilizes respiratory chain supercomplexes, otherwise unstable in *Opa1*^−/−^ cells [23]. Asparaginase upregulation could reflect the attempt to dispose of the aspartate that accumulates because of mitochondrial dysfunction and reduced TCA cycle flux. Indeed, levels of aspartate are reduced in *Opa1*-deficient neurons and in plasma of patients with autosomal dominant optic atrophy caused by *OPA1* mutations [39]. Nevertheless, we failed to find a unique transcriptional signature that could explain why we found less DN3 cells in *Opa1*-deficient thymi. 

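Beside single genes, 22 gene lists were tested between KO-labelled and Wt DN3 libraries. camera called 5 of them at an adjusted p under 0.05, the mtDNA-encoded genes and 4 others with small changes. Genes of the cytosolic ribosome had a median log2 fold change of 0.16 (79 higher and 3 lower; adjusted p = 2.1e-07), ATF4 target and integrated stress response genes of 0.13 (28 higher and 6 lower; adjusted p = 1.2e-06), nuclear-encoded genes of oxidative phosphorylation of 0.07 (69 higher and 20 lower; adjusted p = 9.3e-04) and genes of the immature single positive and DP stages of 0.16 (9 higher and 3 lower; adjusted p = 0.00556). None of the 5 calls held with an estimated correlation or with fry. In the ATF4 list only Asns, and in the immature single positive and DP list only Trac, passed when adjusted over the list alone, and 0 genes of either list passed over all genes, with 4 and 1 at an unadjusted p under 0.05. The median of the ATF4 list was 0.016 without KO49.

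The other 17 lists, which held genes of apoptosis, the cell cycle, calcium handling, T cell receptor signal strength, NOTCH signaling, mtDNA maintenance, mitochondrial stress, the mitochondrial ribosome and markers of other cells, had medians between -0.17 and 0.27 and adjusted p-values between 0.0501 and 0.943 by camera.

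The paper states that lower mtDNA-encoded genes did not surprise its authors, since Opa1 deletion over a long time is known to impair mtDNA translation. It proposes that the rise of Cox6a2 can reflect a compensation that stabilizes respiratory chain supercomplexes and that the rise of Asns could reflect the disposal of aspartate. It states that no transcriptional signature was found that could explain the lower number of DN3 cells, and turns to their immunophenotype.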

We therefore turned our attention to the immunophenotype of Opa1^fl/fl^;Lck-Cre^+^ DN3 cells.

Lower CD25 expression in Opa1^fl/fl^;Lck-Cre^+^ DN3 cells (Fig. 2G) could reflect different TCR signaling strength and thus a differential activation status of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ thymocytes [3, 40]. Because upregulation of CD5 and CD69 during antigen stimulation positively correlates with the strength of the TCR signaling [41, 42], we analyzed their expression levels. Levels of both CD5 and CD69 were higher in DP Opa1^fl/fl^;Lck-Cre^+^ thymocytes, suggesting stronger TCR signaling in *Opa1*-deficient T cells (Fig. 3A, B). TCR engagement leads to endoplasmic reticulum Ca^2+^ release and CRAC channels opening on the cell membrane [43], ultimately resulting in Ca^2+^-dependent cell death [44]. Although immediately after isolation levels of apoptosis were not different in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ thymocytes (Fig. S7A), *Opa1*-deficient T cells were more sensitive to spontaneous cell death after 24 h in culture (Fig. 3C). Supplementation with IL-7 did not differentially rescue Wt or *Opa1*-deficient cells from apoptosis (Fig. 3C), in line with the comparable expression of CD127 (IL-7 receptor) in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ thymocytes (Fig. S7B, C). Because our data pointed to a role for Ca^2+^ signaling defects upon *Opa1* deletion, a phenotype observed also in other tissues [45], we decided to further investigate this crucial aspect of AICD. We took a two-pronged approach and analyzed both gene expression of molecules involved in Ca^2+^ signaling as well as the dynamics of Ca^2+^ signaling in Wt and *Opa1*-deficient T cells.

**Fig. 3:**
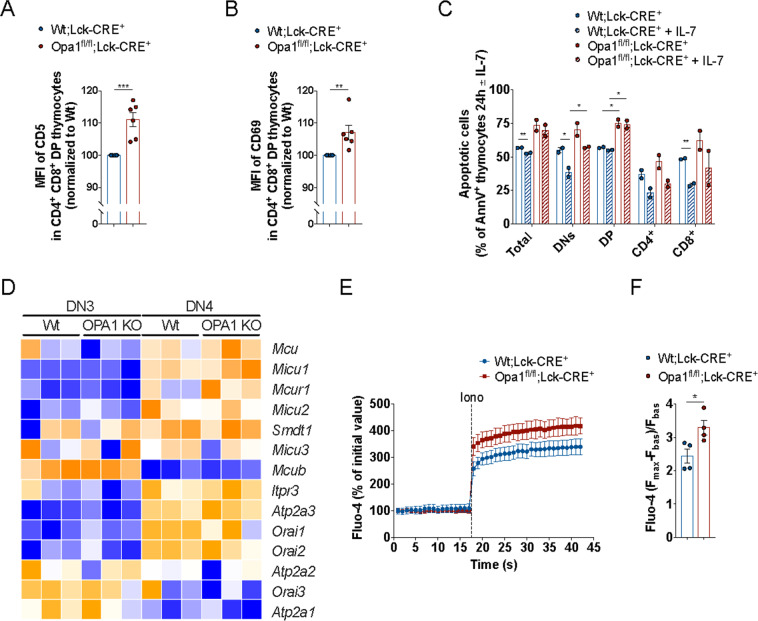
Opa1 deficiency alters TCR and calcium signaling with increased susceptibility to apoptosis. **A** MFI of CD5 in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ analyzed by flow cytometry. Data are mean ± SEM (*N* = 6). **B** MFI of CD69 in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ analyzed by flow cytometry. Data are mean ± SEM (*N* = 6). **C** Frequencies of apoptotic cells (AnnV^+^ cells) in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ measured by flow cytometry 24 h after isolation and culture ± IL-7. Data are mean ± SEM (*N* = 2). **D** Heatmap visualization of genes encoding for mitochondrial and cytoplasmic calcium handling regulators in DN3 and DN4 Opa1^fl/fl^;Lck-Cre^+^ versus WT;Lck-Cre^+^ thymocytes (*N* = 3/group). **E** Cytoplasmic calcium levels at baseline and after Ionomycin (Iono) in Opa1^fl/fl^;Lck-Cre^+^ versus WT;Lck-Cre^+^ thymocytes. Data are mean ± SEM (*N* = 4). **F** Maximal cytoplasmic calcium level in Opa1^fl/fl^;Lck-Cre^+^ versus WT;Lck-Cre^+^ thymocytes. Data are mean ± SEM (*N* = 4).

Using our RNAseq data set, we delved into the expression of genes encoding for different regulators of intracellular calcium signaling: IP3R, SERCA, ORAI channels, and the mitochondrial calcium uniporter (MCU). The MCU holoplex consists of the MCU ion pore, its negative regulatory subunit MCUb, the essential regulator Smdt1/EMRE, the two regulatory subunits MICU1 and MICU2 (and the CNS paralogue MICU3), and the MICUR1 regulator [46]. This analysis showed Ca^2+^ genes were upregulated in the DN3–DN4 transition, and that deletion of O*pa1* had no effect on the expression of these studied genes. 

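All 14 calcium genes of Fig. 3D were tested. In Wt mice, 9 were higher and 5 lower in DN4 than in DN3 libraries, with a median log2 fold change of 0.19. At an adjusted p under 0.05, edgeR called 6, and the same number passed when adjusted over the list alone; among them Orai2, Orai1 and Atp2a3 rose, and Mcub and Atp2a1 fell. The count was 4 with library totals alone, with the mouse as a block or without the DN3 library of WT46. Orai2 (chromosome 5 of GRCm38 from 136147459 to 136170713) rose from 70.6 ± 12.4 CPM in DN3 (SD, n = 3) to 147 ± 14.6 CPM in DN4 (SD, n = 4), a log2 fold change of 1.02 (standard error 0.147, adjusted p = 0.00201, edgeR's quasi-likelihood test). Orai1 (chromosome 5 from 123015074 to 123030456, with Gm2479 on the opposite strand) rose from 7.06 ± 0.601 to 13.8 ± 0.487 CPM, a log2 fold change of 0.95 (adjusted p = 0.00444). Atp2a3 (chromosome 11 from 72961169 to 72993044), which encodes SERCA3, rose from 352 ± 20.1 to 659 ± 124 CPM, a log2 fold change of 0.88 (adjusted p = 0.00627). Atp2a1 (chromosome 7 from 126445858 to 126463108, with Rabep2 on the opposite strand), which encodes SERCA1, fell from 4.75 ± 2.58 to 1.68 ± 0.677 CPM, a log2 fold change of -1.56 (adjusted p = 0.0401), which was -0.996 without the DN3 library of WT46 (adjusted p = 0.213). Itpr3 changed by 0.58 (adjusted p = 0.143), Atp2a2 by -0.25 (adjusted p = 0.234) and Orai3 by -0.08 (adjusted p = 0.841); Orai3 rose by 0.10 when library totals alone were used, a scaling under which the median of all genes moved from -0.028 to 0.16.

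Between KO-labelled and Wt libraries, 0 of the 14 genes passed in DN3, where 0 had an unadjusted p under 0.05, and 0 passed in DN4, where 1 did. That gene was Mcu, with a log2 fold change of 0.34 in DN4 (unadjusted p = 0.0404, adjusted p = 0.883, edgeR). In DN3 it was -0.40, and the difference between the 2 stages was 0.71 (unadjusted p = 0.0232, adjusted p = 1.00, edgeR).

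**Figure D3:**
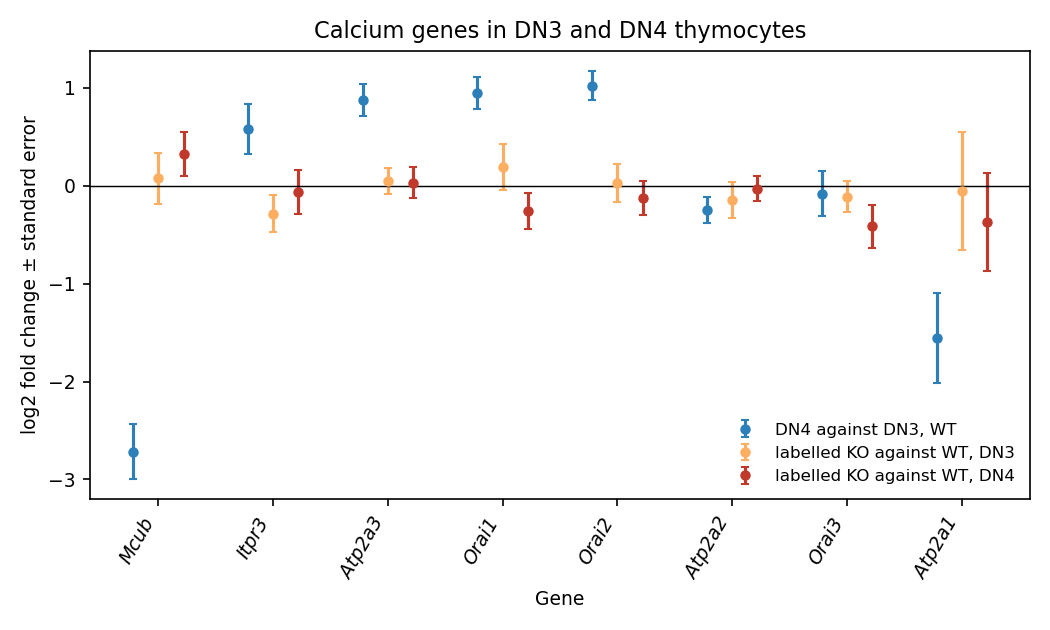
The log2 fold change ± standard error of Mcub and of the Atp2a, Itpr and Orai genes of Fig. 3D from DN3 to DN4 in Wt mice, and between KO-labelled and Wt libraries in DN3 and in DN4, from edgeR's quasi-likelihood fit with TMM scaling. Mcub at -2.72 falls furthest from DN3 to DN4, and Orai2 at 1.02 rises most; Orai3, close to 0, changes sign under library totals alone.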

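Of the genes of the MCU holoplex, Mcub (ENSMUSG00000027994.14, chromosome 3 from 129914960 to 129970206) fell in Wt mice from 47.9 ± 16.4 CPM in DN3 (SD, n = 3) to 7.44 ± 1.87 CPM in DN4 (SD, n = 4), a log2 fold change of -2.72 (standard error 0.278, adjusted p = 4.0e-04, edgeR's quasi-likelihood test). In KO-labelled mice it fell by 2.51 on the log2 scale, from 51.3 ± 10.3 to 9.15 ± 0.727 CPM (SD, n = 3 each).

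Mcur1, Micu2, Smdt1, Mcu and Micu3 did not pass in Wt mice. Mcur1 changed by 0.53 (adjusted p = 0.117), Micu2 by 0.27 (adjusted p = 0.145), Smdt1 by 0.12 (adjusted p = 0.571), Mcu by 0.06 (adjusted p = 0.854) and Micu3 by -0.09 (adjusted p = 0.853), all from the same test. Smdt1 shares its strand and part of its span with Pheta2. Without the DN3 library of WT46, Mcu changed by -0.056, and without that of WT05, Smdt1 changed by -0.0091 and Micu3 by 0.14. In KO-labelled mice, Mcu rose by 0.77 (adjusted p = 0.0247, edgeR).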

Interestingly, the DN3 → DN4 transition appears to be crucial to enable mitochondrial Ca^2+^ uptake: while the core MCU holoplex components are all upregulated, the inhibitory MCU subunit MCUb is downregulated. Despite we did not find a “Ca^2+^ signaling signature” associated with *Opa1* deletion, our previous studies showed that lack of *Opa1* affects Ca^2+^ signaling by modifying the supramolecular organization of the MCU holoplex [45]. 

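As a set, the 14 calcium genes of Fig. 3D had a median log2 fold change between KO-labelled and Wt libraries of -0.02 in DN3 (7 higher, 7 lower; camera, adjusted p = 0.564) and -0.02 in DN4 (6 higher, 8 lower; camera, adjusted p = 0.926). A second list, of 19 other genes of calcium signaling, had a median of 0.02 over 16 tested genes in DN3 (adjusted p = 0.943) and -0.06 over 18 in DN4 (adjusted p = 0.794). At an adjusted p under 0.05 over all genes or over the list alone, 0 of its genes differed in either stage by edgeR, and 1 had an unadjusted p under 0.05 in DN4.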

We therefore performed a set of functional Ca^2+^ measurements in ex vivo thymocytes and in Jurkat cells. In thymocytes challenged with ionomycin to evaluate maximal cytoplasmic calcium levels by Fluo-4 staining, we observed that maximal cytoplasmic Ca^2+^ levels where higher in *Opa1*-deficient cells than in their WT counterparts. To evaluate the specific effect of OPA1 inhibition and deletion on intracellular Ca^2+^ changes downstream TCR activation, we turned to Jurkat cells that represent the standard in vitro model for TCR signaling studies. To inhibit Opa1, we treated Jurkat cells with the specific Opa1 inhibitor MYLS22 [35] and we downregulated *OPA1* expression by siRNA. Both inhibition and downregulation of OPA1 resulted in higher maximal and residual cytoplasmic calcium levels (Fig. S8A, B). Overall, these data suggest that *Opa1* deficiency alters TCR signaling in thymocytes, possibly contributing to their higher susceptibility to apoptosis.

### Lymphopenia and functional defects in mature T cells from *Opa1* thymocyte knockout mice

To verify if the alteration in T cell development observed upon early *Opa1* deletion reverberated in mature T cells, we first analyzed the hematological profile of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Total blood count analysis showed no differences between knockout and WT animals (Fig. S9A). We delved further in the mature T cell compartment, first by analyzing mitochondrial morphology and ultrastructure in CD8^+^ lymphocytes sorted from spleens. We used WT;Lck-Cre^+^;mtYFP^tg/+^ and Opa1^fl/fl^;Lck-Cre^+^;mtYFP^tg/+^ mice to identify and sort Lck-Cre^+^ T cells from spleens and to directly inspect mitochondrial morphology. Mitochondria were fragmented (Fig. 4A) and cristae swollen (Fig. 4B) in *Opa1*-deficient, mtYFP^+^, CD8^+^ T cells compared to their mtYFP^+^ WT counterparts. T cell function, activation, and differentiation are largely controlled by specific metabolic requirements: naïve and memory cells rely on OXPHOS, whereas activated effector cells are metabolically active, mostly depending on glycolysis for ATP generation [47]. Given the profound mitochondrial changes recorded in *Opa1*^−/−^, mtYFP^+^, CD8^+^ T cells, we compared T cell differentiation and activation in WT and *Opa1*^−/−^ CD8^+^ T cells. Total T cells (CD3^+^) as well as CD4^+^ and CD8^+^ T cells subsets were reduced in Opa1^fl/fl^;Lck-Cre^+^;mtYFP^tg/+^ mice (Fig. 4C, D), suggesting the development of lymphopenia. Interestingly, while CD4^+^ and CD8^+^ relative abundance was not altered in Opa1^fl/fl^;Lck-Cre^+^;mtYFP^tg/+^ mice (Fig. S9B, C), the frequency of CD3^+^CD4^−^CD8^−^ T (DNT) cells was increased (Fig. S9C–E). These cells represent an immunoregulatory T cell subset, sharing some features and surface markers with CD4 Treg and NK cells [48] and frequently expressing γδ chains. Furthermore, we observed a reduction of Naïve (CD62L^high^CD44^low^) CD8^+^ T cells and the accumulation of effector memory (CD62L^low^CD44^high^) CD8^+^ T cells in homeostatic condition (i.e., without any infection) in Opa1^fl/fl^;Lck-Cre^+^ mice (Fig. 4E). This immunophenotype could mirror the activated phenotype of thymocytes during maturation, characterized by the CD5 and CD69 upregulation in DP thymocytes (Fig. 3A, B). The accumulation of effector memory T cells in homeostatic conditions was not surprising, given that OPA1 is dispensable for T_E_ cells development [24]. We further verified if *Opa1* deletion during early thymocyte development affected the generation and the metabolism of T_M_ and T_E_ cells generated in vitro by treating CD8^+^ T cells with IL-15 and IL-2, respectively. The metabolism of T_E_ cells was not affected by *Opa1* deficiency (Fig. 4F). Indeed, OXPHOS defects were not apparent in in vitro generated *Opa1*-deficient T_E_ cells (Fig. 4F), in line with the glycolytic phenotype of these cells [24]. Conversely, in *Opa1*^−/−^ T_M_ generated in vitro the basal OCR was reduced and the high SRC typical of WT T_M_ was abolished (Fig. 4G, H). Thus, OPA1 is essential to generate metabolically fit T_M_. In sum, the absence of *Opa1* during thymocyte development results in mitochondrial, functional, and metabolic defects affecting mature T cells in peripheral lymphoid tissues.

**Fig. 4:**
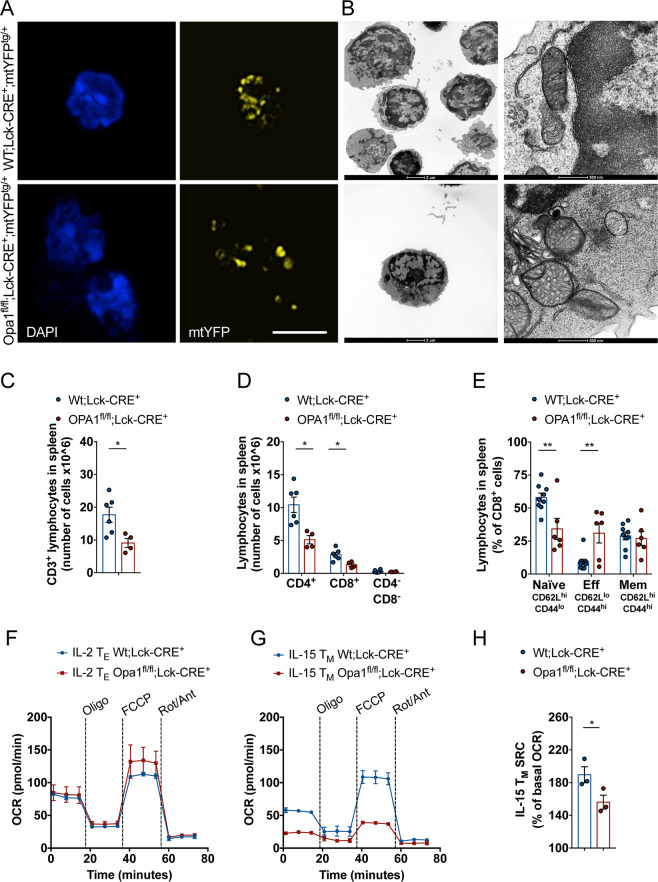
Opa1 deficiency generates structurally, functionally, and metabolically impaired mature CD8^+^ T cells. **A** Representative confocal images of mtYFP fluorescence in CD8^+^ lymphocytes freshly isolated from WT;Lck-Cre^+^;mtYFP^+^ and Opa1^fl/fl^;Lck-Cre^+^;mtYFP^+^ mice. Scale bar: 5 µm. **B** Representative electron micrographs of CD8^+^ lymphocytes freshly isolated from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Scale bars: 2 µm or 500 nm as indicated. **C** Cellularity of CD3^+^ splenocytes in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each symbol represents an individual mouse. Each dot represents an individual mouse (*N* = 4/6 each group). Mean ± SEM are reported. **D** Cellularity of CD4^+^, CD8^+^, and CD4^−^ CD8^−^ splenocytes in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 4/6 each group). Mean ± SEM are reported. **E** Frequencies of naive, effector, and memory CD8+ T lymphocytes in WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Each dot represents an individual mouse (*N* = 6/9 each group). Mean ± SEM are reported. **F** OCR of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ CD8^+^ T cells activated with αCD3/αCD28 and differentiated in IL-2 T_E_ cells for 6 days. OCR analysis at baseline and after exposure to oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are representative of three independent experiments (*N* = 3/group). **G** OCR of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ CD8^+^ T cells activated with αCD3/αCD28 and differentiated in IL-15 T_M_ cells for 6 days. OCR analysis at baseline and after exposure to oligomycin (Oligo), FCCP, and rotenone/antimycin (Rot/Ant). Data are representative of three independent experiments (*N* = 3/group). **H** SRC of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ CD8^+^ T cells treated as in (**F**). Data are mean ± SEM (*N* = 3).

## Discussion

Despite the emerging role of metabolism in the immune response [47], the question of whether and how mitochondrial dynamics and OPA1 specifically direct T cell development remains unanswered. Here, we found that DN3 T cell progenitors predominantly rely on OXPHOS over glycolysis and that OPA1 is required for *β*-selection and generation of metabolically competent mature lymphocytes.

Thymic development is particularly sensitive to perturbation of mitochondrial content and function [11–13, 49–51]. Mitochondria are less abundant in mature T cells than thymocytes and are cleared by increased levels of autophagy during their development [52, 53]. Of note, mitochondrial dynamics and autophagy crosstalk in the regulation of AICD [26, 27], which suggests that unbalanced mitochondria quality control might result in lymphocyte functional deficiencies or autoimmunity. Our data show how the absence of OPA1, a master regulator of IMM fusion and ETC supercomplexes organization, hijacks thymocyte metabolism and development starting from *β*-selection stage.

NOTCH signaling is critical during thymocyte maturation. It promotes survival of pre-T cells at the β-selection checkpoint [5, 10, 11] and together with IL-7 and mTORC signaling determines proliferation and T cell lineage commitment [6, 13, 54]. Interestingly, mitochondrial fusion directs the differentiation of cardiomyocytes via Calcineurin and NOTCH signaling [55]. Our current data suggest the crosstalk between mitochondrial shape and NOTCH signaling might also extend to thymocyte development.

Thymocyte maturation requires coordinated and controlled cell movement and migration in the different areas of the thymus, which consists anatomically of two interconnected lobes divided in a cortical area (cortex) and inner area (medulla) [56]. T cell progenitors, after entering the organ, migrate toward the cortex where they progress in maturation up to DP stage before reaching the medulla to complete negative selection and single positive T cell commitment [57]. Mitochondrial fragmentation and relocation to the uropod (the posterior area) of a migrating cell is necessary to allow proper chemotaxis and migration [18]. DRP1 ablation results in altered in vitro and in vivo thymocyte migration in the medullary area [20]. It is tempting to speculate that a similar migratory defect might affect *Opa1*-deficient cells. Of note, the higher expression of CD5 and CD69 in DP thymocytes might indeed also reflect longer persistence in the cortex due to a cell migration deficit.

*Opa1* deficiency results in impaired long-term immune protection due to the bioenergetic failure of memory T cells to sustain their viability [24, 47]. Our data show that *Opa1* deficiency starting from early thymocyte development results in lymphopenia and metabolic defects in mature T cells. Moreover, our data suggest that the absence of OPA1 might result in the generation of abnormally activated T cells, possibly contributing to inflammation in a mechanism similar to the one observed for other mitochondrial functional deficiencies [58–60].

Interestingly, mice with T cell specific deletion of OPA1 are lymphopenic but accumulate the immunoregulatory population of CD3^+^CD4^−^CD8^−^ DNT cells predominantly expressing TCRγδ. This phenotype resembles one of the pathologic features of aplastic anemia [61], a condition where the insufficient number of hematopoietic cells produced in the bone marrow leads to higher susceptibility to infections. Nevertheless, whether human CD3^+^CD4^−^CD8^−^ DNT show a similar mitochondrial bioenergetic defect and whether a genetic or pharmacological insult to mitochondria in the hematopoietic compartment might contribute to the development of aplastic anemia are not known.

While *Opa1* deletion impairs mitochondrial respiration and β-selection in thymocytes, OPA1 overexpression does not affect T cell development. It remains to be investigated whether OPA1 overexpression confers in vivo survival or metabolic advantage which might, on one side, favor the generation of metabolically fit pool of long-lived memory T cells while, on the other side, be detrimental in autoimmune condition where cell death is central to control and limit T cell-mediated tissue damage.

In conclusion, the deletion of *Opa1* early in the T cell lineage hampers mitochondrial respiration at the DN3 stage and β-selection. Moreover, *Opa1* deficiency leads to abnormally activated mature T cells that might possess a pro-inflammatory phenotype.

## Material and methods

### Mice

*Opa1*^fl/fl^ mice are described elsewhere [23]. Mito-YFP mice were a kind gift from Nils-Göran Larsson (Karolinska Institute, University of Stockholm) [31]. Lck-CRE mice (strain ID 003802) were purchased form Jackson lab. Mice were maintained in C57BL6 background and used for experiments between 6 and 8 weeks of age. All mice were bred and maintained under approved protocols (protocol 32/2011 CEASA and 318/2015 Italian Ministry of Health to LS).

### Cell culture and treatments

Jurkat cells were cultured in 1640 media supplemented with 10% FCS, 4 mM L-glutamine, 1% penicillin/streptomycin, and 55 μM β-mercaptoethanol under 5% CO_2_, atmospheric oxygen, at 37 °C in a humidified incubator. For MYLS22 treatment, cells were washed and resuspended in RPMI supplemented with 2% FCS and 50 μM MYLS22 for 2 h before the experiment was started. The following siRNA have been used: Control Silencer siRNA (4390843) and *OPA1* silencer siRNA (4392420 ID s9850) from ThermoFisher. Jurkat cells were electroporated with 100 nM siRNA using Neon Transfection System (Invitrogen) following manufacturer’s protocol. Cells were analyzed 24 h after electroporation.

### Flow cytometry

Fluorochrome-conjugated monoclonal antibodies were purchased from eBioscience, BD Pharmingen, or Biolegend. Single cell suspension were prepared form thymus or spleens of WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice. Erythrocytes were eliminated by 10 min incubated with ACK buffer (ThermoFisher). Equal number of cells were stained with indicated antibodies diluted 1:200 in PBS supplemented with 1% BSA for 20 min at 4 °C. MitoTracker Green and TMRM staining were performed according to the manufacturer’s instructions (Life Technologies). Equal number of thymocytes were loaded with 15 nM MitoTracker Green or 2 nM TMRM for 30 min at 37 °C in humidified incubator. CsH (0.5 µM) was added to each sample to inhibit the multidrug resistance pump. Acquisition and analysis were performed using a FACSCanto^TM^ II and FlowJo software (BD Biosciences).

### Confocal imaging

Mito-YFP^+^ cells from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice were sorted using a FACSAria^TM^ Illu Cell Sorter (BD Biosciences) and fixed on poly-d-lysine pre-coated slides. For confocal images, microscope slides were placed on the stage of a LSM510 Zeiss confocal imaging system using a Plan Apochromat ×63 1.4 NA Oil DIC objective or on a Nikon A1r microscope using a ×40 CFI Plan APO VC 1.4 NA DT:0.13 mm objective. Stacks of images separated by 0.4 μm along the *z*‐axis were acquired. Then, three‐dimensional reconstruction of the mitochondrial stacks was performed with ImageJ 1.44o (NIH).

### Electron microscopy

T cells (2 × 10^6^) were fixed in 2.5% glutaraldehyde in 100 mM sodium cacodylate, washed in cacodylate buffer. After dehydration samples were embedded in Eponate 12 resin (Ted Pella) and sections were cut. Images were acquired using a FEI Tecnai 12 Transmission electron microscope equipped with a Veleta digital camera. Brightness and contrast were adjusted using ImageJ 1.44o (NIH).

### Western blotting

Cells were washed with ice cold PBS and lysed in 1x lysis buffer (Cell Signaling Technologies) supplemented with 1 mM PMSF and protease inhibitors. Samples were incubated 30 min on ice before being centrifuged at 20,000 × *g* for 10 min at 4 °C. Cleared protein lysate was denatured with LDS loading buffer for 10 min at 90 °C. Samples were run on precast 4–12% bis-tris protein gels (Life Technologies). Proteins were transferred onto nitrocellulose membranes using an iBLOT 2 system (Life Technologies). Membranes were blocked with 5% w/v milk and 0.1% Tween-20 in TBS and incubated with the appropriate antibodies in 5% w/v BSA in TBS with 0.1% Tween-20 overnight at 4 °C. The following antibodies were used: anti-OPA1 (BD Biosciences, Cat# 612606) and anti-Actin (CST, Cat# 4970S). All primary antibody incubations were followed by incubation with secondary HRP-conjugated antibody (Pierce) in 5% milk and 0.1% Tween-20 in TBS and visualized using SuperSignal West Pico or Femto Chemiluminescent Substrate (Pierce).

### Metabolic phenotyping

OCR and ECAR were measured in XF media (non-buffered RPMI 1640 containing 25 mM glucose, 2 mM L-glutamine, and 1 mM sodium pyruvate) under basal conditions and in response to 3 μM etomoxir (Tocris), 1 μM oligomycin, 1.5 μM FCCP, and 100 nM rotenone + 1 μM antimycin A, using a 96 well XF or XFe extracellular flux analyzer (Seahorse Bioscience).

### Calcium measurements

Thymocytes (3 × 10^6^) were loaded for 30 min at 37 °C in humidified incubator with 6 μM Fluo-4 dissolved in HBSS supplemented with calcium and magnesium (Sigma H8264) in the presence of 0.5 µM CsH. Cells were then washed and resuspended in 300 μl of HBSS + calcium and magnesium supplemented with 0.5 µM CsH. Fluo-4 fluorescence was acquired using the AF488 channel of the cytofluorimeter. We acquired the basal fluorescence for 30 s followed by Ionomycin treatment (final concentration 500 ng/mL) to evaluate maximal calcium flux.

Jurkat cells (3 × 10^6^) were loaded 30 min at 37 °C in a humidified incubator with 2 µM Indo-AM dissolved in complete medium supplemented with 0.5 µM CsH. Cells were washed and resuspended in 300 μl of complete medium supplemented with 0.5 µM CsH and 5 μg/ml mouse antihuman CD3 (clone OKT3, Invitrogen Cat#16-0037-85) for 30 min at 4 °C in the dark. Indo-violet and indo-blue were acquired in the linear scale of the cytofluorimeter. Tubes were placed in a 37 °C temperature-controlled tube holder and after 45 s acquisition was initiated. After 30 s of basal fluorescence recordings, antiCD3 crosslinking was performed by incubating for 6 min with an anti-mouse IgG (Fc-specific) biotin crosslinking antibody (Sigma, B7401, diluted 1:50 directly in the acquisition tube).

### Complete blood count

Blood from WT;Lck-Cre^+^ and Opa1^fl/fl^;Lck-Cre^+^ mice was collected in heparin coated tubes and analyzed with a CELL-Dyn Emerald hematology analyzer (Abbott, IL, USA).

### RNAseq

RNA isolation was performed using the RNeasy kit (Qiagen) as per manufacturer’s instructions and RNA was quantified using Qubit 2.0 (ThermoFisher Scientific). Libraries were prepared using the TruSeq stranded mRNA kit (Illumina) and sequenced in a HISeq 3000 (Illumina) by the Deep-Sequencing Facility at the Max Planck Institute for Immunobiology and Epigenetics. Sequenced libraries were processed in an in-house developed RNAseq pipeline [62] that employs deepTools for Quality control [63, 64], Cutadapt for trimming [65], STAR [66] for mapping and featureCounts [67] to quantify mapped reads. Raw counts of mapped reads were processed in R (Lucent Technologies) with DESeq2 [68] to determine differentially expressed genes and generate normalized read counts to visualize as heatmaps using Morpheus (Broad Institute).

### Statistical analysis

Flow cytometry data were analyzed using FlowJo 10 (BD Biosciences). Statistical analysis was performed using Prism 7 software (GraphPad) and results are represented as Mean ± SEM. Individual independent experiments are shown as dots overlaid on the interval graphs. All the acquisitions of the experiments have been performed blinded without knowing the specific condition of each sample. Comparisons between two groups were calculated using unpaired two-tailed Student’s *t* tests. Comparisons among more than two groups were calculated using one-way ANOVA with Bonferroni’s multiple comparison tests. We observed normal distribution and no difference in variance between groups in individual comparisons. Selection of sample size was based on extensive experience with metabolic assays. *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Supplementary online material

## Data Availability

RNAseq data are accessible at GEO under the accession number GSE165579. The other data sets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Deletion of the mitochondria-shaping protein Opa1 during early thymocyte maturation impacts mature memory T cell metabolism
**Source:** Cell Death Differ. 2021 Mar 1;28(7):2194–206. doi: 10.1038/s41418-021-00747-6
**Supplement:** Supplementary file 1 — Supplementary online material

**Deletion of the mitochondria-shaping protein *Opa1* during early thymocyte maturation impacts on mature memory T cells metabolism.**

Corrado et al

**Supplementary material**

**Supplementary online Figures**

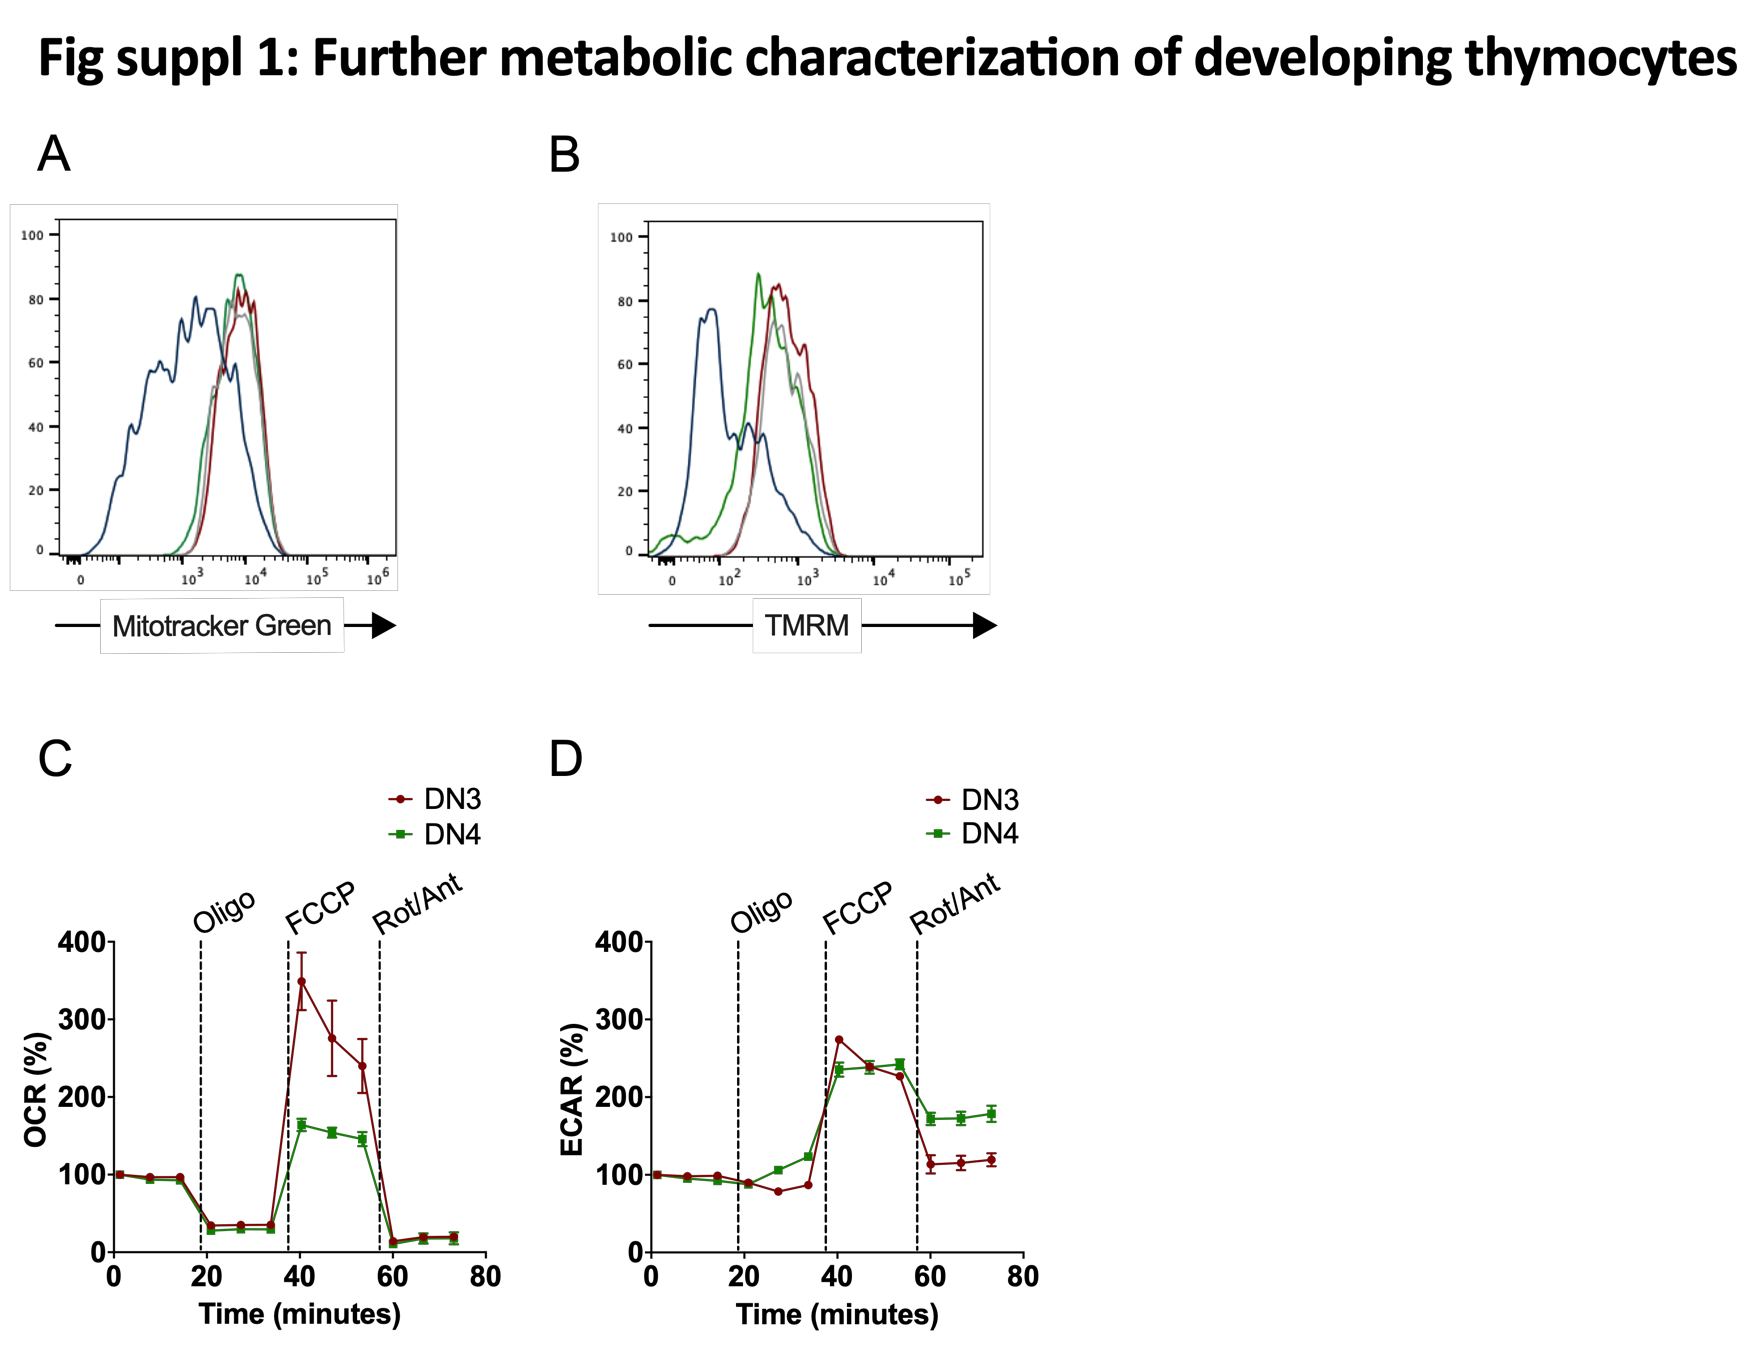

**Supplementary Figure 1: Further metabolic characterization of developing thymocytes.**

1. Representative flow cytometry plot of mitochondrial mass measured with MitoTracker Green in DN3 and DN4 WT;Lck-Cre^+^ thymocytes.
2. Representative flow cytometry plot of mitochondrial membrane potential measured with TMRM in DN3 and DN4 WT;Lck-Cre^+^ thymocytes.
3. OCR normalized (over initial value) of sorted DN3 and DN4 thymocytes. Data are shown as mean ± SEM (N=3)
4. ECAR normalized (over initial value) of sorted DN3 and DN4 thymocytes. Data are shown as mean ± SEM (N=3)

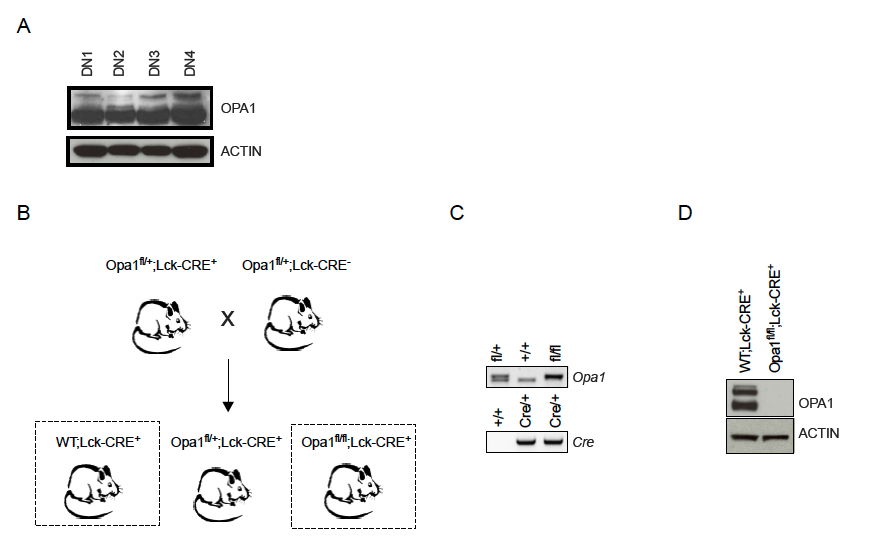

**Supplementary Figure 2: Generation and validation of a T cell specific *Opa1* knockout mouse.**

1. DN thymocytes were sorted according to surface markers form WT mice. . Protein lysates were prepared and equal amounts of proteins were separated by SDS-PAGE and immunoblotted using the indicated antibodies.
2. Cartoon of the strategy to generate T cells conditionally deleted for Opa1. Opa1 mice were crossed to Lck-Cre transgenic mice as indicated. Boxes indicate mouse genotypes analyzed here
3. Presence of floxed alleles and Lck-Cre recombinase in tissue biopsies from WT;Lck-Cre+ and Opa1fl/fl;Lck-Cre+ mice analyzed by PCR.
4. Thymocytes were isolated from mice of the indicated genotype. Protein lysates were prepared and equal amounts of proteins were separated by SDS-PAGE and immunoblotted using the indicated antibodies.

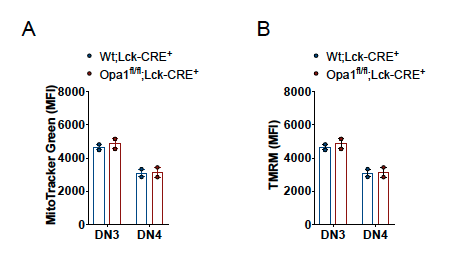

**Supplementary Figure 3: Mitochondrial mass and membrane potential in DN3 and DN4 Wt and *Opa1*^-/-^ thymocytes.**

1. MitoTracker Green staining in DN3 and DN4 Wt and OPA1 KO thymocytes. Data are shown as mean ± SD.
2. TMRM staining in DN3 and DN4 Wt and OPA1 KO thymocytes. Data are shown as mean ± SD.

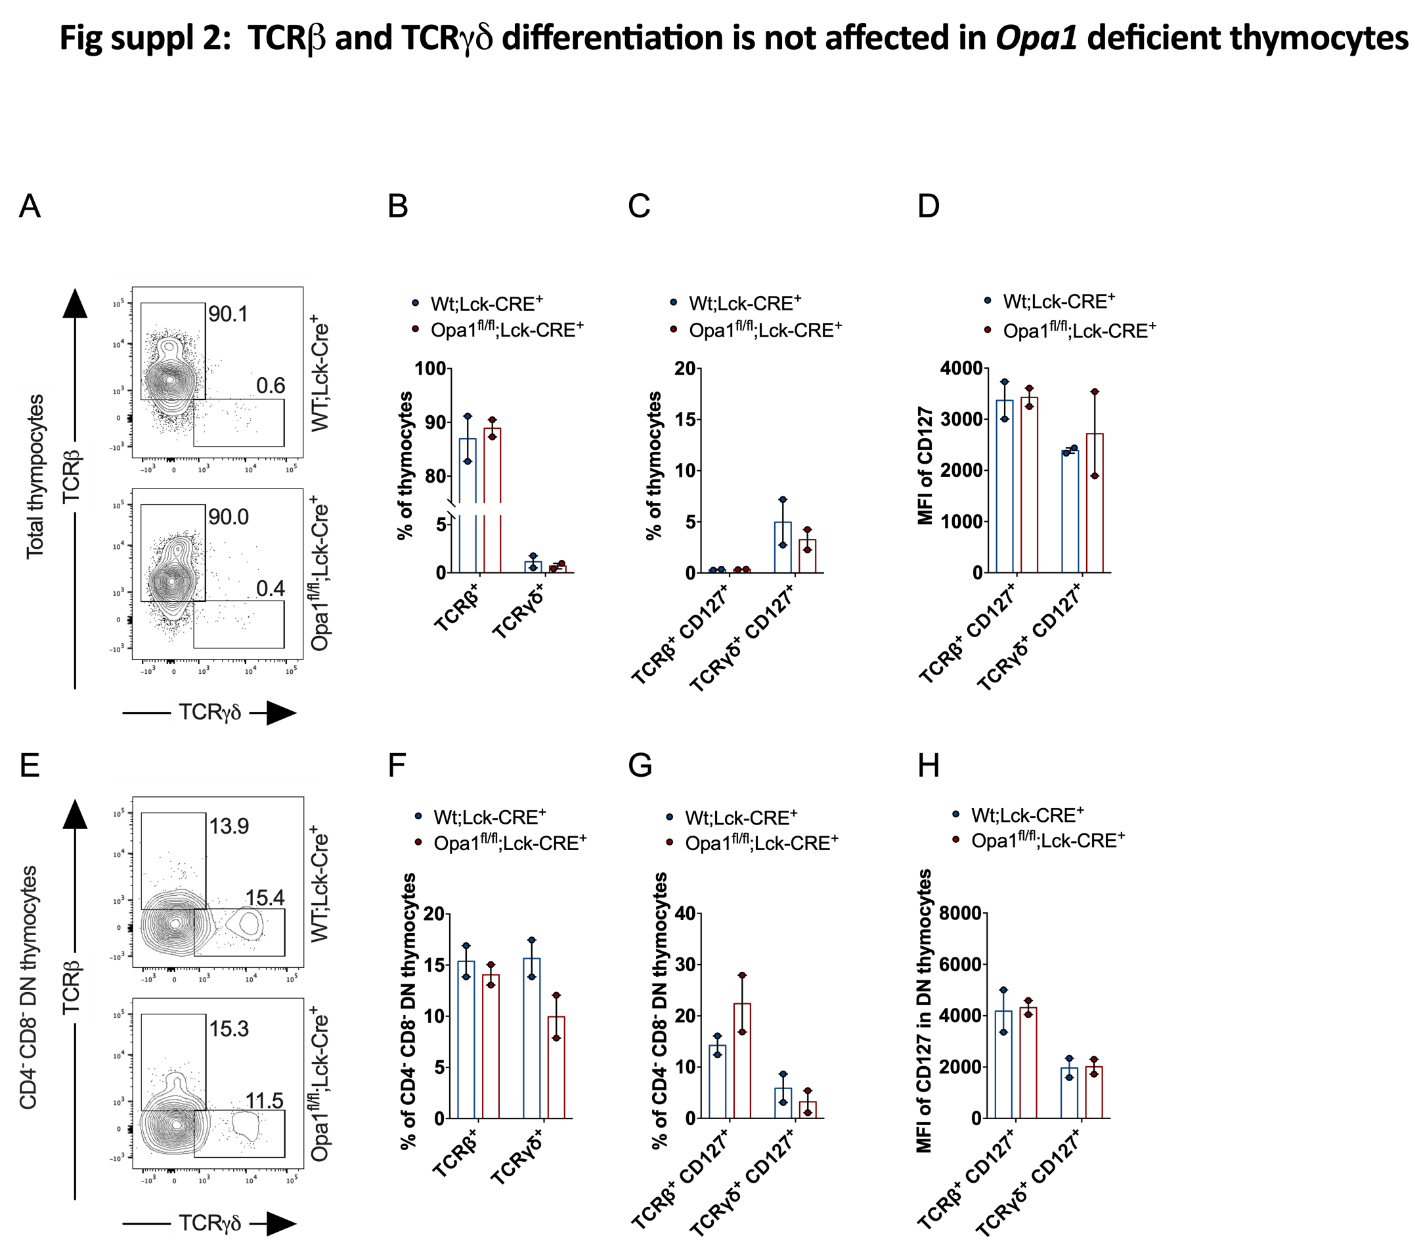

**Supplementary Figure 4: TCRβ and TCRγδ differentiation is not affected in *Opa1* deficient thymocytes.**

1. Representative flow cytometry of TCRβ and TCRγδ subsets in total thymocytes isolated from mice of the indicated genotype.
2. Frequencies of TCRβ and TCRγδ subsets in total thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.
3. Frequencies of TCRβ^+^ CD127^+^ and TCRγδ^+^ CD127^+^ subsets in total thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.
4. Expression of CD127 in TCRβ and TCRγδ subsets in total thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.
5. Representative flow cytometry of TCRβ and TCRγδ subsets in lineage-negative DN thymocytes isolated from mice of the indicated genotype.
6. Frequencies of TCRβ and TCRγδ subsets in lineage-negative DN thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.
7. Frequencies of TCRβ^+^ CD127^+^ and TCRγδ^+^ CD127^+^ subsets in lineage-negative DN thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.
8. Expression of CD127 in TCRβ and TCRγδ subsets in lineage-negative DN thymocytes isolated from mice of the indicated genotype. Data are mean ± SD.

**
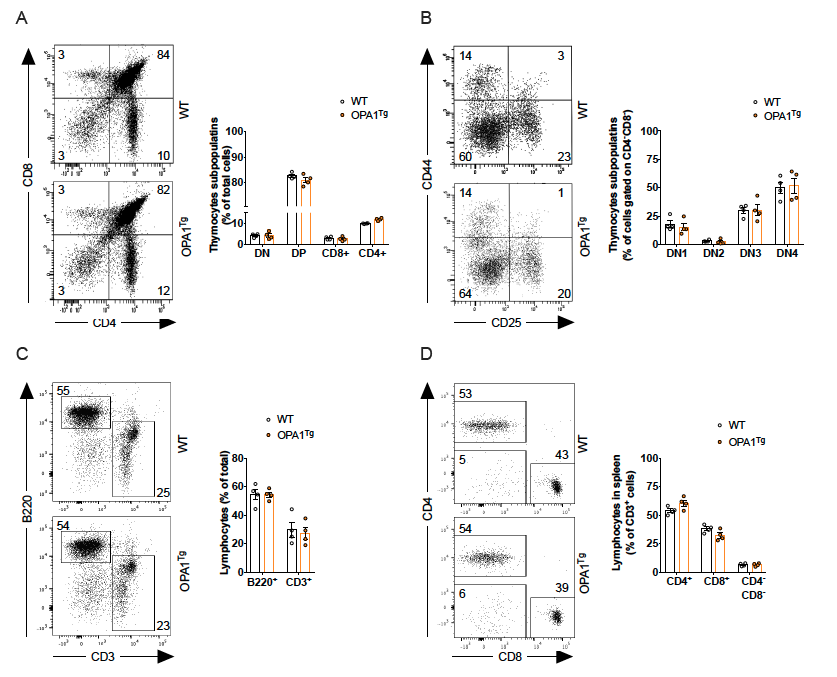
**

**Supplementary Figure 5: Opa1 overexpression does not alter thymocyte development and mature T and B cell populations.**

1. Representative flow cytometry (left) and frequency graph (right) of DN, DP, CD4+, CD8+ thymocyte subsets in mice of the indicated genotype. In the graph, each dot represents an individual mouse (N=3). Data are mean ± SEM.
2. Representative flow cytometry (left) and frequency graph (right) of DN1 to DN4 subsets (gated on lineage-negative DN thymocytes) in in mice of the indicated genotype. In the graph, each dot represents an individual mouse (N=3). Data are mean ± SEM.
3. Representative flow cytometry (left) and frequency graph (right) of B and T cells in mice of the indicated genotype. In the graph, each dot represents an individual mouse (N=3). Data are mean ± SEM.
4. Representative flow cytometry (left) and frequency graph (right) of CD4+ and CD8+ T cells in mice of the indicated genotype. In the graph, each dot represents an individual mouse (N=3). Data are mean ± SEM.

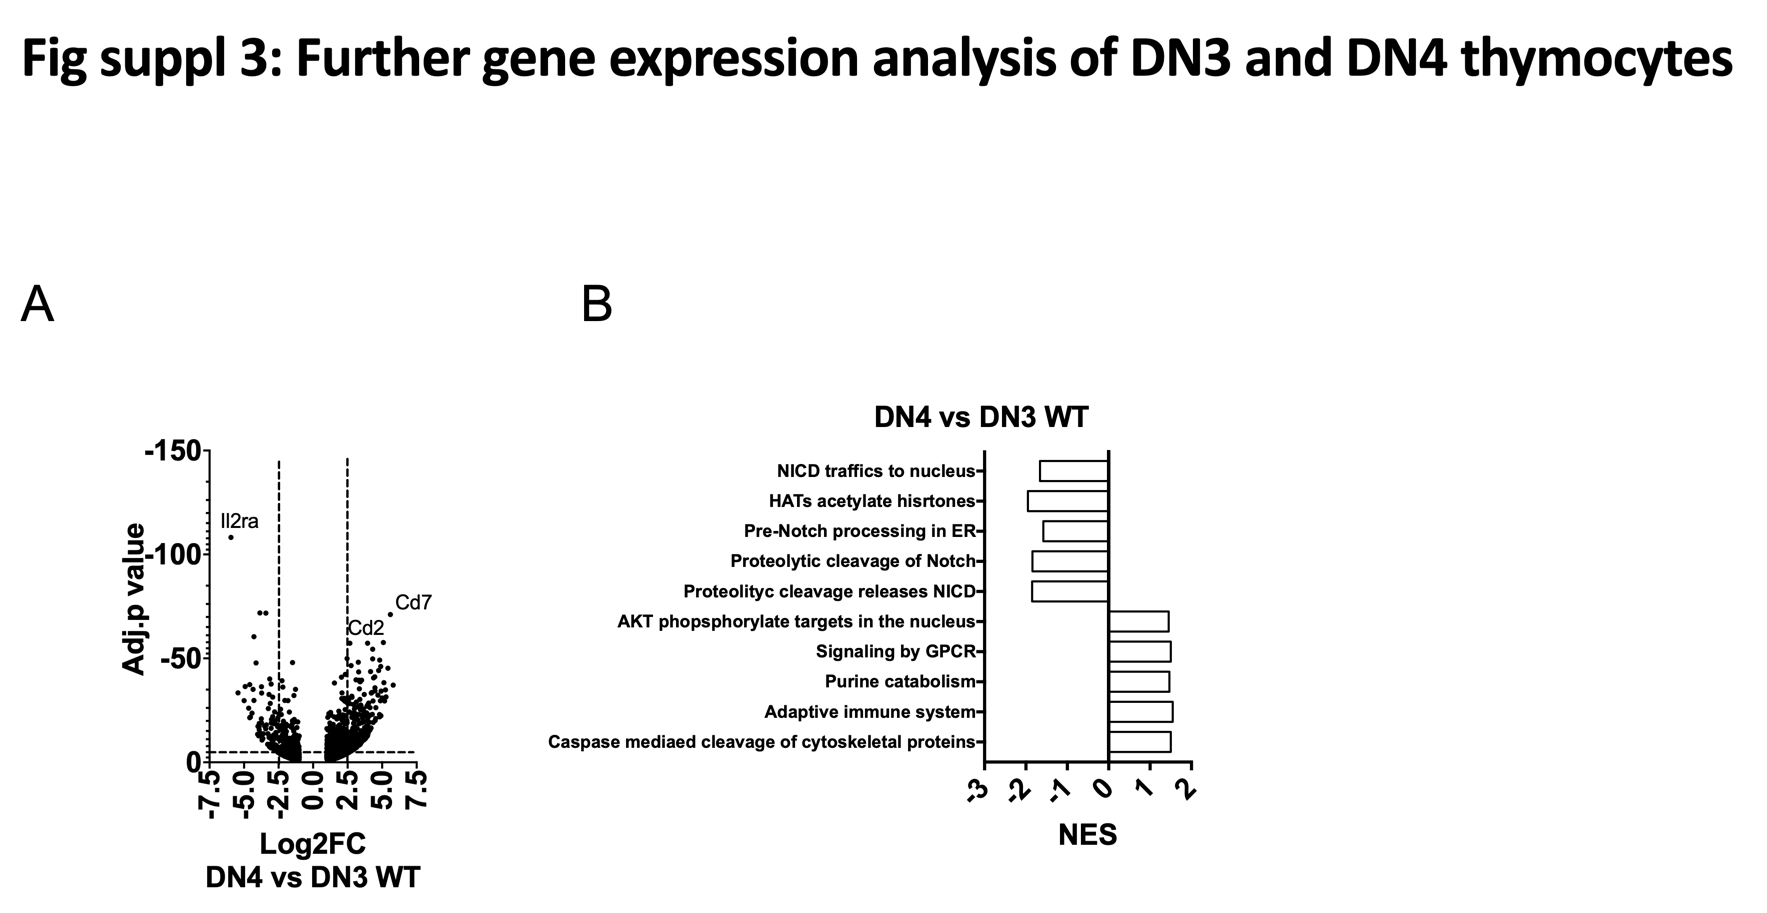

A

B

**Supplementary Figure 6. Gene expression analysis of DN3 and DN4 thymocytes.**

1. Volcano Plot of gene expression in DN4 versus DN3 WT;Lck-Cre^+^ thymocytes analyzed by RNAseq.

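Of the genes changed between DN3 and DN4 in Wt mice whose groups do not overlap, those with the largest fitted changes had 3 counts or fewer in every library of one stage, so that only a lower bound can be given. In DN4, March1 was at least 69-fold, Trpm1 at least 64.6-fold, Rasgrp3 at least 124-fold, and the immunoglobulin kappa segments Igkv1-110 and Igkj4 at least 19.6-fold and 16.6-fold higher. Lower in DN4 were Gm12503, at least 112-fold, Tcte2, at least 21.2-fold, Il31ra, at least 18.8-fold, Nckap5, at least 14.5-fold, and Gm16329, at least 8.63-fold. March1, for example, had 0 counts in each DN3 library of Wt mice and 569, 66, 141 and 697 counts in the DN4 libraries of WT05, WT40, WT46 and WT48. The mean level of 14 B-cell markers in these DN4 libraries was 326.6, 112.9, 132.6 and 622.9 CPM. March1, Rasgrp3, Igkv1-110 and Igkj4 had the same order over the libraries, so B cells among the sorted cells may account for their rise. Trpm1 did not. With the marker level as a covariate, chosen after seeing the data, 1981 genes changed. The count of changed genes moved most when a log2 fold change of at least 1 was also required, to 1724. With library totals alone it was 1782, of which 77.8% were higher in DN4 against 58.8% with TMM scaling, and with each library left out in turn it lay between 1845, without the DN4 library of WT05, and 3393, without the DN3 library of WT05.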

2. 

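A second hand-written list held 28 genes of NOTCH receptors, their processing and their transcription complex, of which 26 were tested in Wt mice. From DN3 to DN4, 14 were higher and 12 lower, with a median log2 fold change of 0.04 that was -0.0023 without the DN4 library of WT05. Over all genes, edgeR called 8, 3 higher and 5 lower, and the same number passed when adjusted over the list alone. limma's camera gave an adjusted p of 0.238 for the list. Notch3 (chromosome 17 of GRCm38 from 32120820 to 32166852, with Gm17276 on the opposite strand) fell from 476 ± 6.73 to 52.8 ± 4.09 CPM (SD, n = 3 and 4), a log2 fold change of -3.20 (standard error 0.107, adjusted p = 8.7e-06, edgeR's quasi-likelihood test). Notch1 (chromosome 2 from 26457903 to 26516663) fell from 1779 ± 503 to 416 ± 23.9 CPM, a log2 fold change of -2.12 (adjusted p = 2.3e-04). Lfng rose by 1.43 (adjusted p = 0.00155). Among NOTCH target genes, Hes1 fell by 2.79 (adjusted p = 0.00159) and Ptcra, whose span overlaps Gm26904 on the opposite strand, by 2.13 (adjusted p = 0.00178) on the log2 scale, while Trib2 rose by 2.17 (adjusted p = 8.1e-05), all from the same test.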

GSEA analysis of DN4 versus DN3 WT;Lck-Cre^+^ thymocytes analyzed by RNAseq.

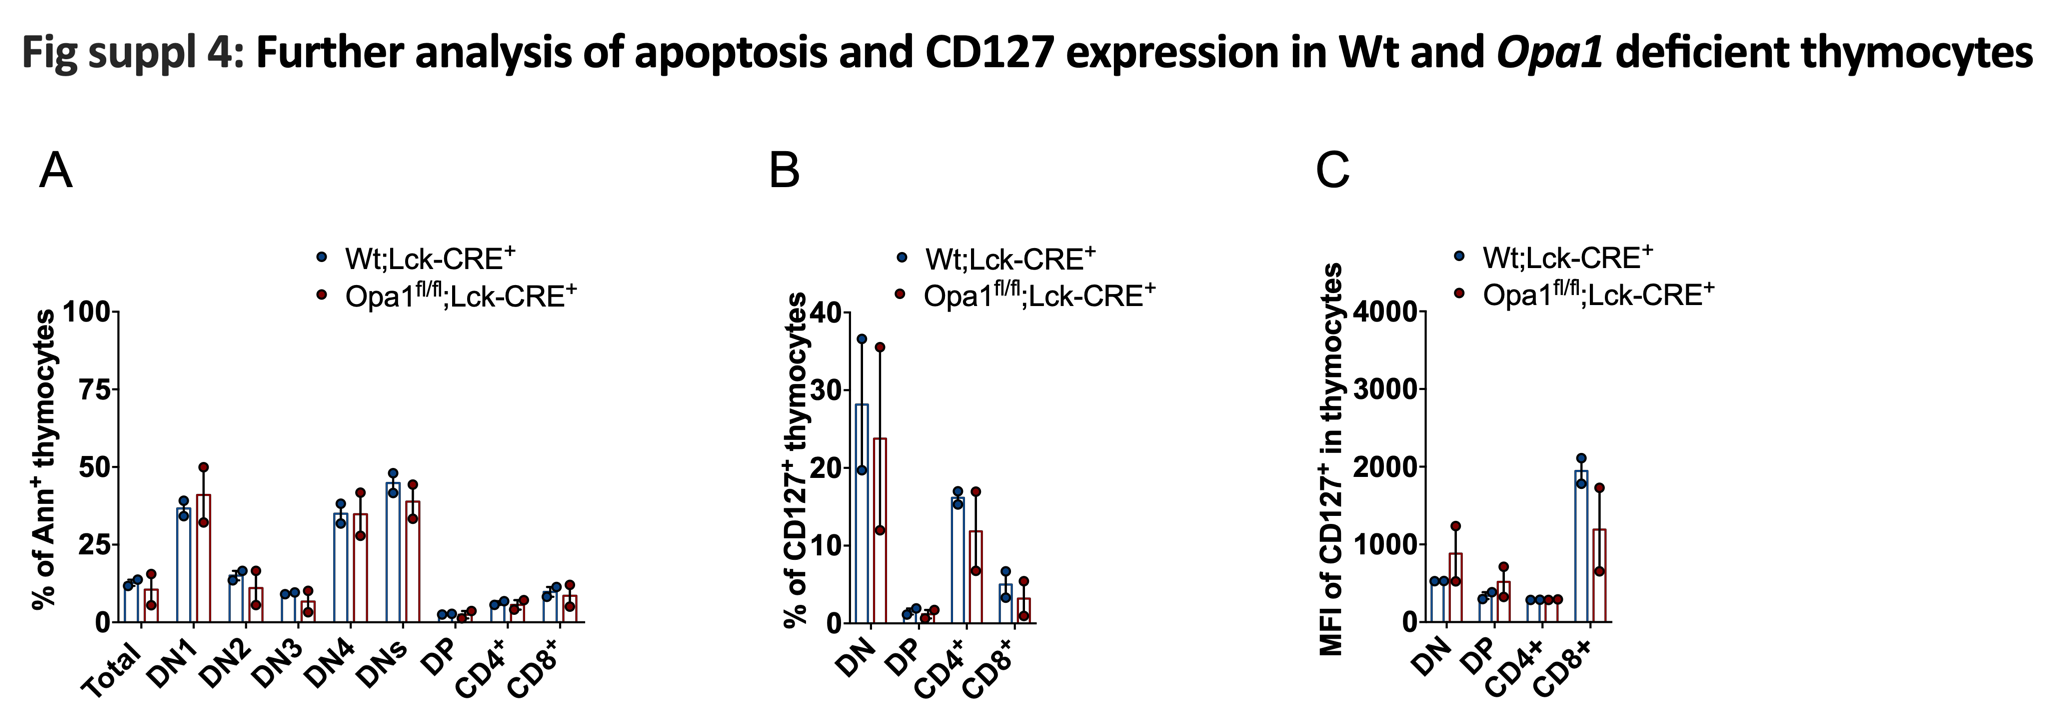

**Supplementary Figure 7: Further analysis of apoptosis and CD127 expression in Wt and *Opa1* deficient thymocytes.**

1. Frequencies of apoptotic cells (measured by flow cytometry as Annexin-V^+^ cells) in freshly isolated thymocytes from littermates of the indicated genotype. Each dot indicates an individual mouse. Data are mean ± SD.
2. Frequencies of CD127^+^ thymocytes isolated from littermates of the indicated genotype. Each dot indicates an individual mouse. Data are mean ± SD.
3. Expression of CD127 in thymocytes isolated from littermates of the indicated genotype. Each dot indicates an individual mouse. Data are mean ± SD.

**
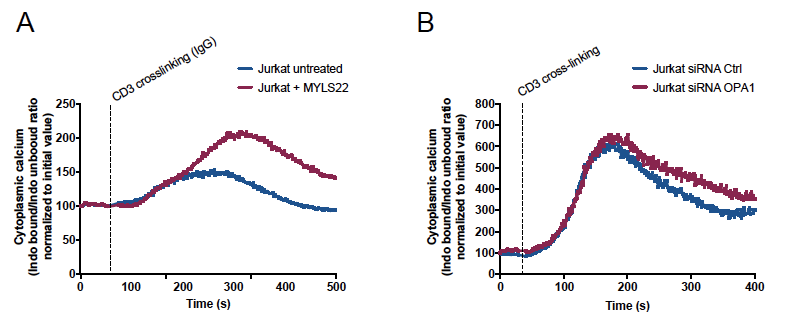
**

**Supplementary Figure 8: Pharmacological inhibition or silencing of OPA1 increases cytoplasmic Ca^2+^ levels following TCR stimulation.**

1. Traces of Indo1 flow cytometric recordings in Jurkat T cells treated with an anti-CD3 antibody. Where indicated, cells were pre-incubated for 2h with of the specific OPA1 inhibitor MYLS22 (50μM). Hatched line indicates anti-CD3 cross-linking and TCR triggering. Data are mean of N=3 independent experiments normalized to the initial value.
2. Experiments were as in (A) except that 24 h before the experiments, cells were electroporated with the indicated siRNA (Ctrl: control unrelated siRNA). Data are mean of N=3 independent experiments normalized to the initial value.

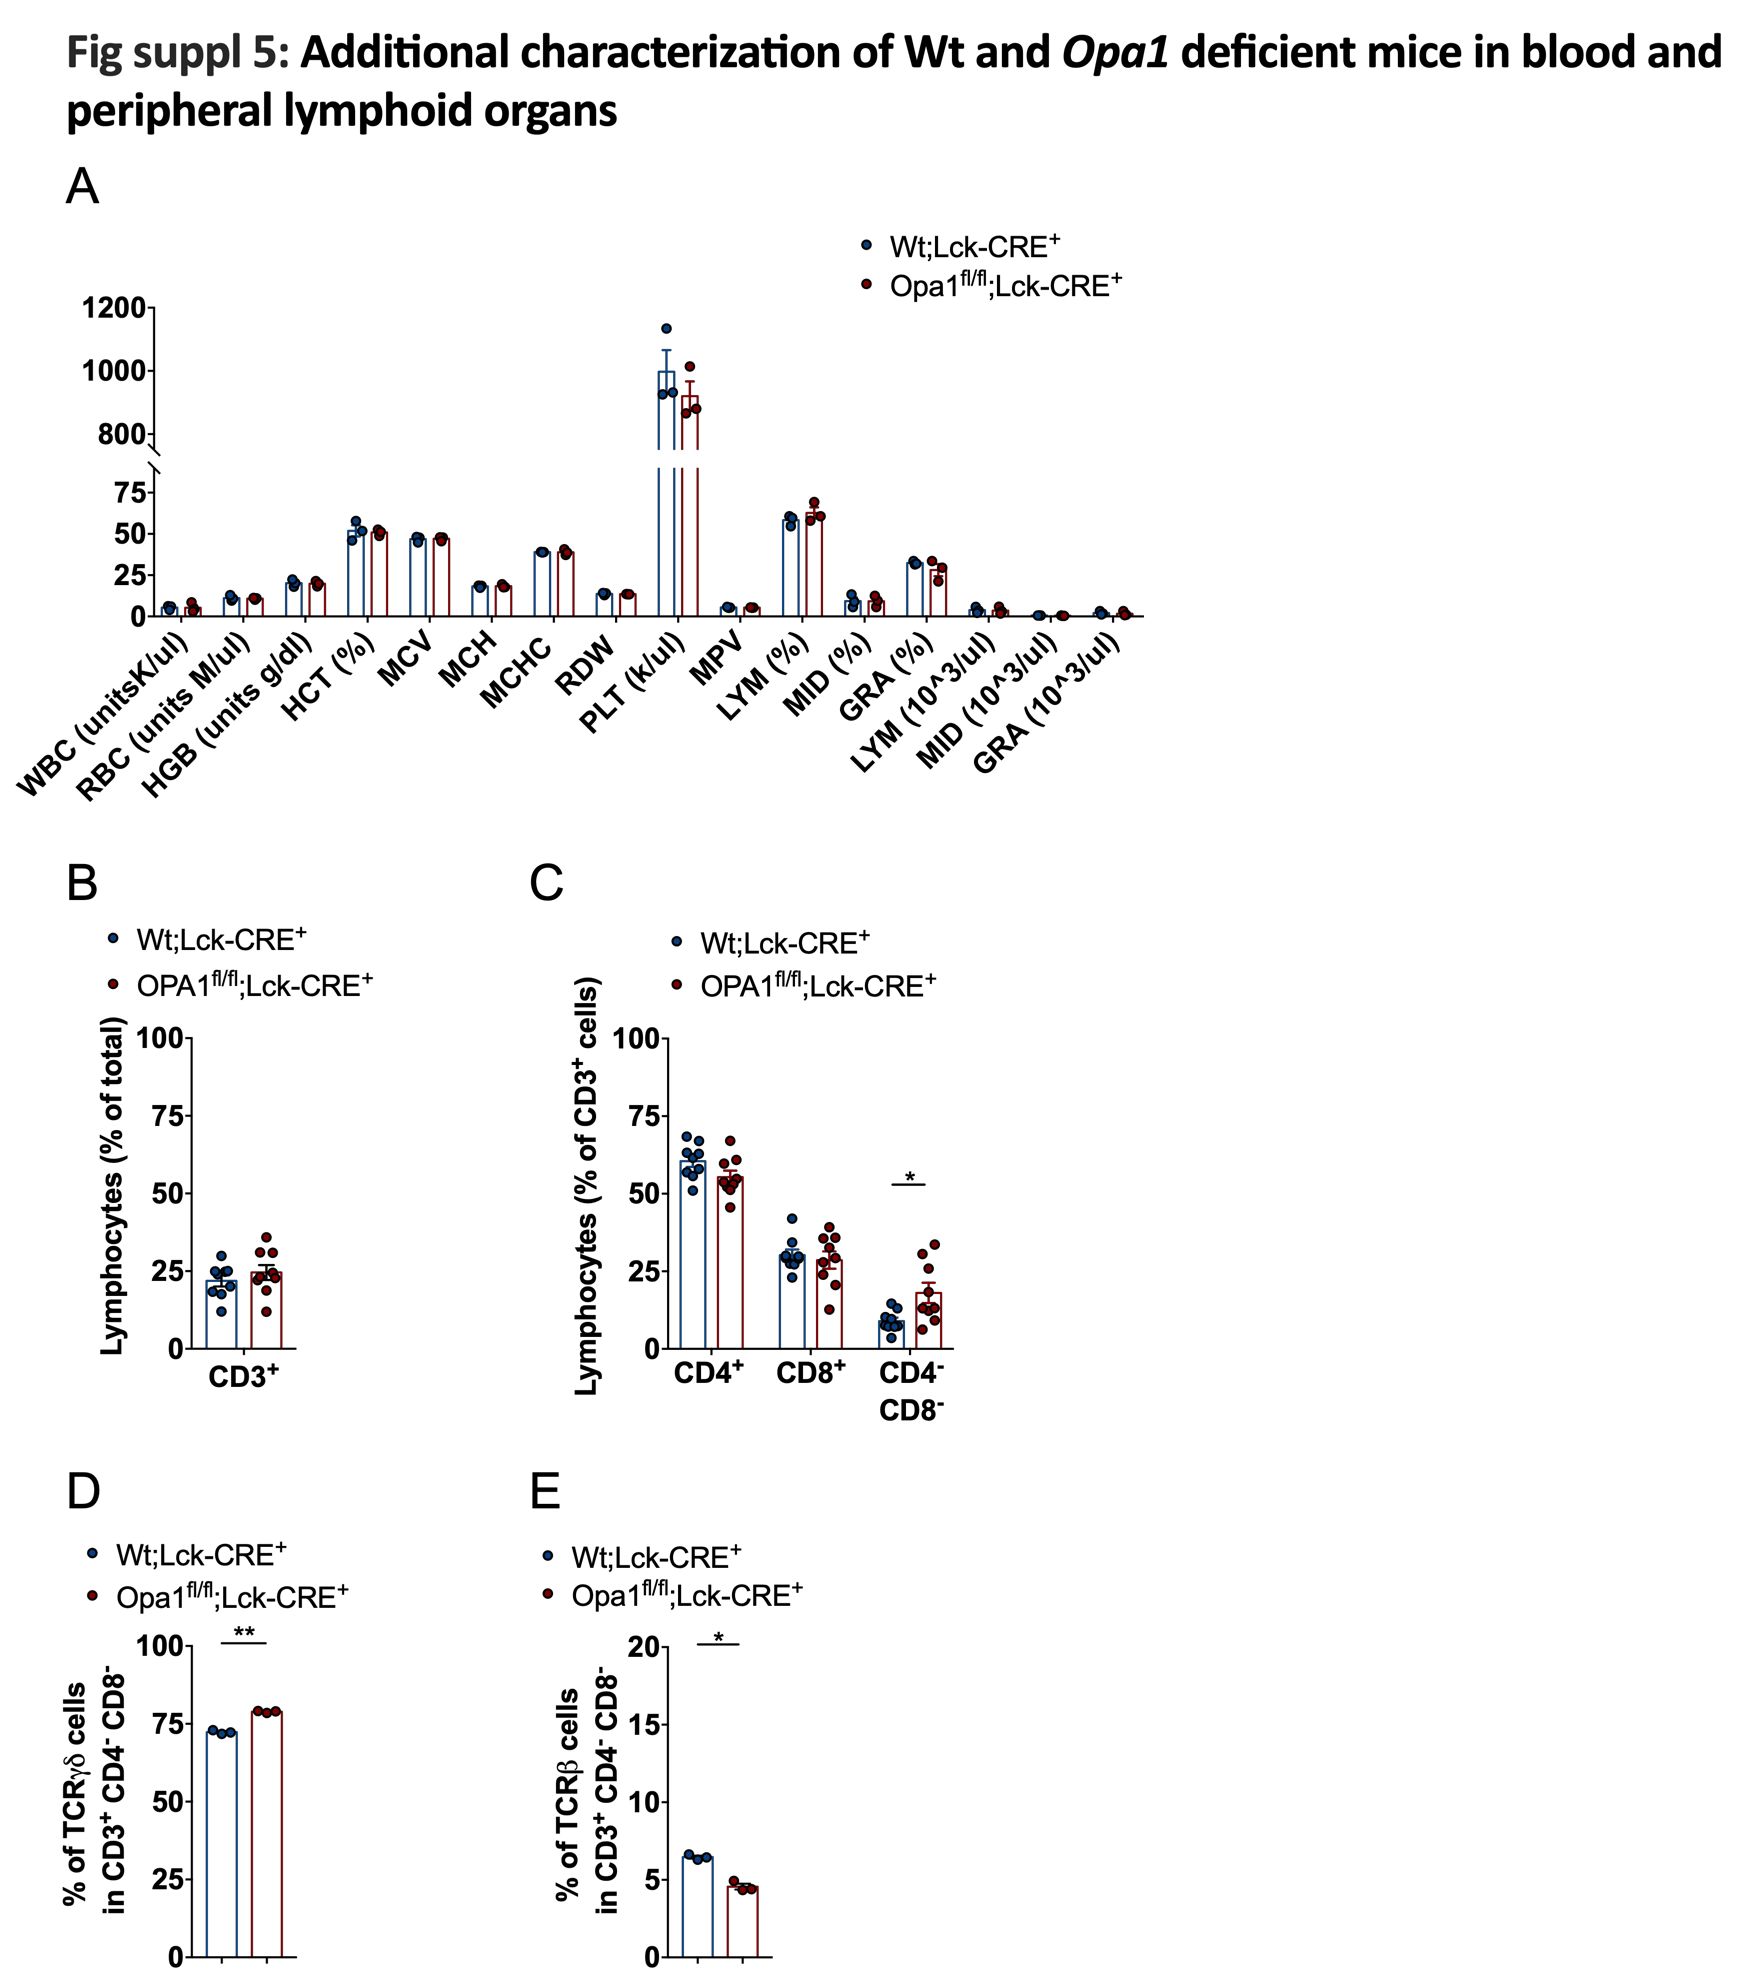

**Supplementary Figure 9: Additional characterization of Wt and *Opa1* deficient mice in blood and peripheral lymphoid organs.**

1. Complete blood counts of mice of the indicated genotype. Data are mean ± SEM (N=3/group)
2. Frequencies of CD3+ splenocytes in mice of the indicated genotype. Each dot represents an individual mouse. Data are mean ± SEM (N=9/group)
3. Frequencies of CD4+, CD8+ and CD4- CD8- splenocytes in in mice of the indicated genotype. Each dot represents an individual mouse. Data are mean ± SEM (N=9/group). *, P<0.05
4. Frequencies of TCRγδ+ subsets in CD3+ CD4- CD8- lymphocytes isolated from mice of the indicated genotype. Data are mean ± SEM (N=3/group). **, P<0.01
5. Frequencies of TCRβ+ subsets in CD3+ CD4- CD8- lymphocytes isolated from mice of the indicated genotype. Data are mean ± SEM (N=3/group). *, P<0.05

How the deposited data were processed for this re-analysis (not part of the article)

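RNA of DN3 and DN4 thymocytes sorted from WT;Lck-Cre+ (Wt) and Opa1fl/fl;Lck-Cre+ (KO-labelled) mice was sequenced in 13 libraries from 7 mice, 3 KO-labelled DN3, 3 Wt DN3, 3 KO-labelled DN4 and 4 Wt DN4. The authors made the deposited table of read counts per gene with Cutadapt, STAR and featureCounts from stranded mRNA libraries. Its values were checked to be whole numbers for 47937 genes, with 0 unused columns. Each column was joined to a mouse, a stage and a genotype by its label, and no condition was taken from the values. Gene names, coordinates and gene types come from GENCODE M21 on GRCm38; 47224 gene identifiers were found there without their version and 39106 with it. Reads themselves were not used here, so mapping and counting could not be repeated.

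Each comparison was fitted on its own groups with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filterByExpr with a minimum count of 10 and with TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The comparisons were KO-labelled against Wt in DN3 and in DN4, DN4 against DN3 in Wt and in KO-labelled mice, and the interaction of stage and genotype over all 13 libraries. Levels are given as CPM on TMM-scaled library sizes, as mean ± SD over mice. A fold change against a group with 3 counts or fewer in every library is given as a bound, with 3 counts as the limit. Libraries held 5926848 to 14148661 counts; at the median of 10023044, a gene at 10 CPM has about 100 counts, whose counting error alone is near 10%.

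Principal components were computed on blind variance-stabilised counts from DESeq2 1.42.0 over the 500 most variable genes. Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01, and p-values adjusted over the lists of a comparison. The lists were written by hand, or by a name pattern: the 13 mtDNA-encoded protein-coding genes; the genes of Fig. 2N, Fig. 3D and Fig. S6A; other calcium genes; NOTCH receptor and processing genes; NOTCH targets; ATF4 and integrated stress response genes; mtDNA maintenance; mitochondrial stress; T cell receptor signal strength; Il7r and Il2ra; apoptosis; cell cycle; sex; nuclear-encoded oxidative phosphorylation; mitochondrial and cytosolic ribosome; and markers of B cells, erythroid, myeloid, plasmacytoid dendritic, NK and innate lymphoid, gamma delta T, immature single positive and DP, DN3 and stromal cells. The genes named are those the paper names for the RNAseq data, Opa1, the called genes whose groups do not overlap with the largest fitted change (up to 10 between the genotypes, up to 5 in each direction between the stages), and list members that passed when adjusted over their list alone. Genes named for any other reason are said to be chosen after their values were seen.

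The samples, comparisons, lists and the alternatives that follow were set before the data were examined. They were DESeq2's size factors, library totals, and TMM without mtDNA-encoded genes; no filter beyond 1 count, and at least 10 counts in every library; DESeq2's Wald test and limma-voom; all 13 libraries in one fit; each library left out; the mouse as a replicate block; an adjusted p of 0.1, and a log2 fold change of at least 1 in size; camera with an estimated correlation, and fry; and for principal components log2 CPM with a prior count of 2, 1000 genes, all genes past the filter, and no mtDNA-encoded genes. Alternatives chosen after seeing the data were to leave out 11 ribosomal RNA-like genes, to use the level of B-cell markers as a covariate, and DESeq2 with both a p and a fold change threshold, also with each DN4 Wt library left out. The change in the share of mtDNA-encoded counts within each mouse, and the share of the counts outside ribosomal RNA-like genes, were also looked at after the data were seen.

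Whether the mouse numbers pair the samples was checked by correlating, over 13361 genes, the deviations of the DN3 and DN4 libraries of one mouse from their group means; the correlations were 0.522, 0.236 and 0.396 for KO45, KO49 and KO51 and 0.179, 0.118 and 0.187 for WT05, WT46 and WT48. No 2 libraries of the same stage and genotype were duplicates, the smallest chi-squared per degree of freedom between 2 such libraries being 6.19. Libraries of different groups were not compared in this way. The pipeline was tested on simulated data with the mean and spread of each gene taken from the counts, with 200 genes changed 4-fold in each of 3 comparisons (the genotypes in DN4 and in DN3, the stages in Wt mice). edgeR recovered 83.5%, 86% and 84.5% of them with 4.02%, 4.97% and 3.43% false calls, and DESeq2 87.5%, 89.5% and 88.5% with 16.7%, 15.6% and 21.0% false calls. Exact permutation tests over libraries used every split. Random numbers used fixed seeds. Flow cytometry, imaging and metabolic measurements of the paper were not analysed here. Results for a few single genes were left out.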

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

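The values here were picked by rules set beforehand, except the share of ribosomal RNA-like genes and the level of B-cell markers, which were looked at after the counts were seen. Of the tests, those of sex and of library scaling for the mtDNA-encoded genes, of the DN3 library of WT05, of its ribosomal RNA and of B cells were chosen after the result was seen; for the others the prediction was written before the test was run, though most of the patterns had been noticed in the same data.

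In 1 DN3 library, that of WT05, 41.5% of the counts lie on ribosomal RNA-like genes. The mitochondrial ribosomal RNAs were 30.3 times as high in it as the mean of the other Wt DN3 libraries, and the mtDNA-encoded protein-coding genes 2.73 times. A technical source, ribosomal RNA left in the library, is consistent with the first value; no biological reason was tested. The higher mtDNA-encoded protein-coding genes of the same library enlarge the DN3 difference between the genotypes: without WT05 the median log2 fold change of the mtDNA-encoded list was -0.34, against -0.92 as the value nearest 0 without any other DN3 library. Whether that part of the difference is technical cannot be told, as -0.34 is still below 0.

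The mean level of 14 B-cell markers reached 622.9 CPM in the DN4 library of WT48. Among DN4 libraries it varied 5.52-fold within the 4 Wt and 3.97-fold within the 3 KO-labelled mice. Of the markers, 7 had enough counts to be tested in DN3, where the mean was 32.3 to 70.1 CPM. Cd74, which B cells share with myeloid cells and which is in the myeloid list, was at 285 to 3587 CPM in DN4. B-cell genes outside the list followed the markers over the 7 DN4 libraries, with a Spearman rho of at least 0.929 and a median of 1. B cells among the sorted cells are a candidate source. That DN4 thymocytes switch these genes on to a different extent in each mouse cannot be ruled out by these values.

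The difference between KO-labelled and Wt libraries was itself different between the stages for 3 lists by camera: the mtDNA-encoded genes with a median log2 difference of -0.47 (adjusted p = 0.0039), gamma delta T cell markers with -0.70 (1 higher and 11 lower; adjusted p = 2.1e-04) and the cytosolic ribosome with -0.11 (4 higher and 78 lower; adjusted p = 0.0039). None of the 3 held with an estimated correlation or with fry. The value of the mtDNA-encoded genes rests on the DN3 library of WT05, without which it was -1.18 (0 higher and 10 lower), with p = 0.00387 from camera with an estimated correlation and p = 0.00912 from fry, neither adjusted over lists. With the mouse as a block it was -0.64, with p = 0.276 from camera with an estimated correlation and p = 0.236 from fry in limma, again not adjusted over lists. Over single genes, 0 had an adjusted p under 0.05 and 480 an unadjusted p under 0.05. With 0 genes in the real grouping, 10 of the 10 splits of the libraries give as many, so that this count decides nothing. A change in cell composition could lie behind the gamma delta value: in DN4 alone the same list had a median log2 fold change of -0.55, and Trdc of -0.38. With so few mice, a biological effect and a different mix of sorted cells cannot be told apart.

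In the 4 DN4 Wt libraries, 2 of the 40 values tested, levels of named genes and measures of the libraries, had 1 library far from the rest, as many as chance gives. The gap over the range was 0.918 for mt-Nd2, where WT48 had 792.7 CPM against 1199 to 1235, and 0.848 for Il2ra, where WT48 had 15.0 CPM against 9.78 to 10.6. Since chance gives as many, no reason, technical or biological, is proposed.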

How the results depend on the processing

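Most alternatives were set beforehand; the ribosomal RNA-like genes left out, the B-cell covariate and DESeq2 with a fold change threshold were chosen after seeing the data. Unless a reason is named, the cause was not tested.

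The number of genes that differ between KO-labelled and Wt DN4 libraries, 7 in edgeR, was 11 without a filter on low counts and 53 with DESeq2, both with all 7 genes kept. With the B-cell marker level as a covariate it was 29, with DESeq2 and a log2 fold change of at least 1 it was 27, with DESeq2 on all 13 libraries 35, and with both 25. Over all fits that left out a library it ran from 0, in edgeR without KO49, to 34, in DESeq2 with a log2 fold change of at least 1 without WT48. In simulated data DESeq2 made more false calls than edgeR did. The DN3 count of 0 was 1 without a filter, 1 with DESeq2, and between 0 and 1 with a library left out, 1 of them being without WT46; 168 genes had an unadjusted p under 0.05.

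The number of genes changed from DN3 to DN4 in Wt mice, 2903, was 1782 with library totals alone, 1724 with a log2 fold change of at least 1, and between 1845 (without the DN4 library of WT05) and 3393 (without the DN3 library of WT05) with a library left out. With the mouse as a block it was 2602, and with the B-cell covariate 1981. In KO-labelled mice the number, 2338, was 4899 with the mouse as a block, 1385 with a log2 fold change of at least 1, 521 with the B-cell covariate, and between 1407 (without the DN3 library of KO49) and 2790 (without the DN4 library of KO51) with a library left out. The share of principal component 1, 77.3%, was 84.7% on log2 CPM, 62.7% on all genes, and between 75.2% (without the DN4 library of WT48) and 83.6% (without the DN3 library of WT05) with a library left out.

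For lists, the median stays the same when the set test changes and only the call moves. The mtDNA-encoded genes in DN3 (median -1.04) lost their call with an estimated correlation and with fry. So did the ATF4 genes, at 0.13 in DN3 and 0.15 in DN4. The NOTCH processing list, at 0.04 in Wt mice, was -0.11 with the B-cell covariate and between -0.0023 (without the DN4 library of WT05) and 0.076 (without the DN4 library of WT40) with a library left out.

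Of single genes, those close to no change reversed. From DN3 to DN4 in Wt mice, Micu3 (-0.09) was 0.16 with library totals alone, 0.023 with limma-voom, 0.20 with the B-cell covariate, and between -0.24 (without the DN3 library of WT46) and 0.14 (without the DN3 library of WT05). Orai3 (-0.08) was 0.10 with library totals alone, 0.012 with the mouse as a block, and between -0.24 (without the DN4 library of WT48) and 0.044 (without the DN4 library of WT40). Library totals alone moved the median of all genes from -0.028 to 0.16 between these stages. Mcu (0.06) ran from -0.056 (without the DN3 library of WT46) to 0.26 (without that of WT05), and Smdt1 (0.12) from -0.0091 (without the DN3 library of WT05) to 0.19 (without that of WT48). Between the genotypes in DN4, Cd5 ran from -0.17 (without WT48) to 0.17 (without WT40) and Cd69 from -0.45 (without KO45) to 0.13 (without KO51). In DN3, Maf ran from -0.15 (without KO45) to 0.23 (without KO51) and Il7r from -0.092 (without KO45) to 0.24 (without WT48), and Opa1 (-0.12) was 0.16 with library totals alone. That scaling moved the median of all genes to 0.23 in this comparison, above the value of the gene.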

Differences from the paper's values

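The settings compared here were chosen before the data were examined, unless the text says that a setting was chosen after seeing the values. No cause of a difference is named.

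The paper reports 13 genes that differ between KO-labelled and Wt DN4 cells (Fig. 2N). Here 7 genes passed an adjusted p of 0.05. Of the settings chosen beforehand, the 11 genes without a filter on low counts come closest, and no other lies within 1.5 times of 13. Of the paper's 13 genes, 3 passed here. With DESeq2, the tool that the paper names, 12 of them passed among 53, and with a log2 fold change of at least 1 as well, a threshold chosen after seeing the data, the same 12 among 27. Those 27 also held 4 Y-linked genes and 9 genes with the names of predicted genes, mtDNA-like pseudogenes among them. Of the 12 settings chosen after seeing the values, which gave 12 to 35 genes, none gave 13. DESeq2 with the fold change threshold was also run with 1 DN4 Wt library left out, in the order WT05, WT40, WT46 and WT48. On the DN4 libraries it gave 17, 32, 20 and 34 genes, with 8, 10, 9 and 10 of the paper's genes. On the libraries of both stages it gave 17, 19, 12 and 22 genes, with 8, 9, 8 and 8 of the paper's genes. The 12 genes without WT46 come closest to 13. Spsb4, which the paper lists, passed in no setting. In edgeR, Cox6a2 passed without KO45, as did Asns, and Asns also without a filter, with all 13 libraries and, chosen after seeing the data, with the B-cell covariate, which also called Ggt1.

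The paper names 6 mtDNA-encoded genes among these. Here 3 passed, mt-Co1, mt-Nd5 and mt-Cytb. The number was 6 without a filter on low counts and with DESeq2, and 4 with limma-voom, without WT48, or at an adjusted p of 0.1; these settings come within 1.5 times of the paper's number. It was 0 with all 13 libraries in one fit and without KO45, KO49, KO51, WT05, WT40 or WT46, and 3 under the other settings chosen beforehand. Of the settings chosen after seeing the data, the B-cell covariate, DESeq2 with a log2 fold change of at least 1, DESeq2 on all 13 libraries, and DESeq2 on all 13 with that threshold also gave 6. So did DESeq2 with the threshold on the DN4 libraries without WT05, WT40, WT46 or WT48 and on all libraries without WT05; on all libraries without WT40, WT46 or WT48 it gave 5.

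For Cd7, the change from DN3 to DN4 in Wt mice is about 5.6 in Fig. S6A, read by eye, and 6.21 here on the log2 scale. No setting chosen beforehand closes the difference, the values lying between 6.00 and 6.35. For Il2ra the values are about -6.0, read by eye, and -6.39. Components 1 and 2 of the principal component analysis carry about 81% and 7% in Fig. 2L, read by eye, and 77.3% and 8.96% here. The paper gives 7 genes as lower in DN3 and lower still in DN4, which is not its number of genes lower in DN4. The 7 genes called lower in DN4 here are therefore a different count, and 4 of them are pseudogenes that are not in Fig. 2N. Of the 11 genes of Fig. 2N tested in DN4, 9 were lower and 2 higher.

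The paper states that the 7 genes were lower in DN3 and even more in DN4. Here the test of whether the 2 stages differ gave an adjusted p of 1.00 for each of the 6 mtDNA-encoded genes in edgeR, and of 0.905 for each with the mouse as a block. The size of that difference depends on the DN3 library of WT05: over the mtDNA-encoded list its median was -0.47, and -1.18 without this library, where the adjusted p of the 6 genes was 0.802 to 1.00. The share of mtDNA-encoded counts fell from DN3 to DN4 in each of the 3 KO-labelled mice and, of the 3 Wt mice with both libraries, in WT05 alone. Outside ribosomal RNA-like genes, a total chosen after seeing the data, it fell in WT05 as far as in the KO-labelled mice, with log2 changes of -0.996 and of -0.986 to -0.56, and the mean changes of the genotypes differed by -0.58 (exact two-sided permutation test, p = 0.4). In DN3, 0 genes passed and 168 had an unadjusted p under 0.05. The paper's text names 6 of the 7 only as mtDNA-encoded, so the seventh was not compared. The paper states that calcium genes rise from DN3 to DN4. In Wt mice Atp2a1, Atp2a2, Micu3 and Orai3 did not rise here. Micu3 and Orai3 did with library totals alone, but that scaling moved the median of all genes from -0.028 to 0.16. Their rise there cannot be told from this common shift. Micu3 also rose with limma-voom, without the DN3 library of WT05 or the DN4 library of WT48 and, chosen after seeing the data, with the B-cell covariate. Orai3 also rose with the mouse as a block and without the DN4 library of WT40 or of WT46. Mcur1, Micu2, Smdt1 and Mcu did not pass. In Fig. S6B NOTCH gene sets are lower in DN4; the hand-written target list was lower here, with a median of -1.21, and the processing list, at 0.04, was not.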

Other observations

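These are tests that the paper does not report. Those of sex and library scaling for the mtDNA-encoded genes, of sex for the ATF4 genes and of B cells were chosen after the result was seen. For the others the prediction was written before the test was run, but the patterns of the pseudogenes, of the genes with few counts, of ATF4 targets and of NK and gamma delta T cell genes had been noticed in the same data, so these explanations are hypotheses.

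The lower counts of mtDNA-encoded genes in KO-labelled DN4 libraries were set against 3 other explanations. Both sexes occur among the Wt mice by their Xist and Y-linked counts, and the lowest share of counts on mtDNA-encoded genes in a Wt DN4 library, 1.29% in WT48, a mouse with Xist counts like the KO-labelled ones, is above the highest in a KO-labelled library, 0.681%, so that sex alone does not account for it. Under 3 other scalings the median log2 fold change lay between -1.51 and -1.49. Nuclear genes matched in GC content and length, 398 of them, had a median of -0.071. In 3 of the 35 splits of the 7 DN4 libraries into groups of these sizes, the real one included, as many genes differed as in the real one, and the most, 513, came from the split of KO51, WT40 and WT46 against the rest, which are the 3 DN4 libraries with the lowest B-cell markers. The real count of 7 is therefore not larger than other splits could give.

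Of the 4 called pseudogenes, 100% share a 20-base stretch with an mtDNA-encoded transcript, against 0.943% of 530 other tested pseudogenes (Fisher's exact test, p = 3.8e-08), so reads from mtDNA transcripts may be counted on them. The 6 mtDNA-encoded genes with most counts share a median of 7.90% of their 50-base stretches with nuclear transcripts and the other 7 a median of 98.8% (exact permutation test, one-sided, p = 0.0932); loss of ambiguous reads is a candidate explanation for the low counts of the latter that these values do not settle.

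In DN4, ATF4 and integrated stress response genes, 34 tested, had a median log2 fold change of 0.15 (32 higher, 2 lower; camera, adjusted p = 8.1e-07); 0 passed over all genes, 6 had an unadjusted p under 0.05, and Asns, which the paper picked from these libraries, and Trib3 passed when adjusted over the list alone. Both sexes occur among the Wt mice, and the list was not higher in the female ones: the median log2 difference between female and male Wt libraries was -0.089 (10 of the 34 genes higher) and that between KO-labelled and female Wt libraries 0.16 (27 higher), which argues against sex as the whole reason. The KO-labelled libraries were not alike, with medians of 0.30 and 0.28 above the Wt mean in KO49 and KO51 and of -0.12 in KO45. With 1 library left out the value nearest 0 was 0.016 in DN3, without KO49, and 0.13 in DN4, without KO51.

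Other lists differed by camera in DN4, and none of these calls held with an estimated correlation or with fry. Gamma delta T cell markers, with Maf among them, which the paper picked from these libraries, had a median of -0.55 (1 higher, 11 lower; adjusted p = 3.5e-04), immature single positive and DP markers of 0.67 (12 higher, 0 lower; adjusted p = 1.7e-04), NK and innate lymphoid markers of -0.12 (5 higher, 5 lower; adjusted p = 0.0037), signal strength genes of -0.17 (3 higher, 12 lower; adjusted p = 0.0384), cell cycle genes of 0.15 (24 higher, 1 lower; adjusted p = 0.00136), the cytosolic ribosome of 0.07 (73 higher, 8 lower; adjusted p = 0.0205) and NOTCH targets of 0.04 (9 higher, 5 lower; adjusted p = 0.0478). Nkg7, Klrd1 and Eomes passed over their list alone, at -0.71, -1.18 and -0.79. Fewer NK or innate lymphoid cells, fewer gamma delta T cells (Trdc at -0.38) or less advanced cells could each play a part. The values do not separate them. For less advanced cells, the DN3 list was at 0.25 with 5 genes higher and 5 lower. The immature single positive and DP markers, of later stages, were higher and so went the other way, in a call that did not hold. KO45 may carry much of that value. Its DN4 library had 671 CPM of Cd4, against 64.2 and 137 in KO49 and KO51 and 18.6 to 249 in Wt mice. For Cd8a it had 1133 CPM, against 325 and 434 in KO49 and KO51 and 78.6 to 757 in Wt mice. The remaining lists gave no call: DN3 markers 0.25 (adjusted p = 0.327), B cell -0.28 (0.890), erythroid -0.66 (0.115), myeloid -0.28 (0.419), plasmacytoid dendritic -0.18 (0.668), stromal -0.04 (0.388), NOTCH processing -0.02 (0.890), apoptosis 0.01 (0.868), mtDNA maintenance 0.01 (0.763), mitochondrial stress 0.01 (0.785), mitochondrial ribosome 0.05 (0.363) and nuclear-encoded oxidative phosphorylation 0.04 (0.204).

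From DN3 to DN4 in Wt mice, signal strength genes rose by a median of 2.40 (15 of 15; camera, adjusted p = 6.8e-19) and DN3 markers, several of them NOTCH targets, had a median of -1.34 (11 of 11 lower; adjusted p = 1.4e-16), both of which held with an estimated correlation and with fry, as did the NK and innate lymphoid markers. NK and innate lymphoid markers rose by 4.93, or 2.39 with genes near 0 counts at their bound. B-cell markers rose by 6.91 (13 of 14), myeloid markers by 5.64 and the 2 erythroid ones tested by 3.19, or 2.68 at their bound; the calls of these 3 lists held with fry but not with an estimated correlation. Gamma delta T cell markers rose by 1.42 (adjusted p = 0.00556) and the mitochondrial ribosome had a median of -0.15 (adjusted p = 0.0489), which held with neither. The spread of DN4 libraries on principal component 1 followed the B-cell marker level (Spearman rho 0.964 over 7 libraries, exact permutation p = 0.00278), so B cells may account for it; 13 of the 14 calcium genes kept their direction with the marker level as a covariate. Only 1 of the 35 splits of the Wt libraries, the real one itself, gave 2903 changed genes or more, and the most in any other was 6. In KO-labelled mice this was 1 of 10, again the real one, the smallest share possible, with 2338 genes against 0 in every other split. In DN3, 0 genes differed between the genotypes in the real grouping, with 168 at an unadjusted p under 0.05, so that 10 of the 10 splits give as many and their count decides nothing.

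For the surface proteins that the paper measures by flow cytometry, RNA levels between the genotypes changed as follows in DN4 and in DN3, with no call: Il2ra 0.69 and 0.27, Il7r -0.49 and 0.09, Cd5 0.05 and 0.21, Cd69 -0.15 and -0.36. The paper reports higher CD5 and CD69 protein in DP thymocytes, which were not sequenced, so the Cd5 and Cd69 values do not test that. It reports lower CD25 protein in Opa1-deficient DN3 cells and no effect on CD127. Il2ra RNA was not lower here, but CD25 is also a marker that defines the sorted stages. Il2ra and Il7r passed in DN4 when adjusted over a list of these 2 genes alone.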
